# Global gene expression patterns in the post-pneumonectomy lung of adult mice

**DOI:** 10.1186/1465-9921-10-92

**Published:** 2009-10-05

**Authors:** Julia A Paxson, Christopher D Parkin, Lakshmanan K Iyer, Melissa R Mazan, Edward P Ingenito, Andrew M Hoffman

## Abstract

**Background:**

Adult mice have a remarkable capacity to regenerate functional alveoli following either lung resection or injury that exceeds the regenerative capacity observed in larger adult mammals. The molecular basis for this unique capability in mice is largely unknown. We examined the transcriptomic responses to single lung pneumonectomy in adult mice in order to elucidate prospective molecular signaling mechanisms used in this species during lung regeneration.

**Methods:**

Unilateral left pneumonectomy or sham thoracotomy was performed under general anesthesia (n = 8 mice per group for each of the four time points). Total RNA was isolated from the remaining lung tissue at four time points post-surgery (6 hours, 1 day, 3 days, 7 days) and analyzed using microarray technology.

**Results:**

The observed transcriptomic patterns revealed mesenchymal cell signaling, including up-regulation of genes previously associated with activated fibroblasts (Tnfrsf12a, Tnc, Eln, Col3A1), as well as modulation of Igf1-mediated signaling. The data set also revealed early down-regulation of pro-inflammatory cytokine transcripts and up-regulation of genes involved in T cell development/function, but few similarities to transcriptomic patterns observed during embryonic or post-natal lung development. Immunohistochemical analysis suggests that early fibroblast but not myofibroblast proliferation is important during lung regeneration and may explain the preponderance of mesenchymal-associated genes that are over-expressed in this model. This again appears to differ from embryonic alveologenesis.

**Conclusion:**

These data suggest that modulation of mesenchymal cell transcriptome patterns and proliferation of S100A4 positive mesenchymal cells, as well as modulation of pro-inflammatory transcriptome patterns, are important during post-pneumonectomy lung regeneration in adult mice.

## Background

Pulmonary emphysema is an example of a chronic disease with parenchymal destruction, where repair is relatively ineffectual [1]. To provide effective therapies for treating this disease, a better understanding of the cellular and molecular processes that govern the phenomenon of lung regeneration, and in particular alveolar regeneration, is crucial. An important approach is the analysis of tissues from animal species that retain a high degree of regenerative capacity. Adult mice are capable of regenerating functional alveoli following either lung resection or injury to a greater degree than the regenerative capacities observed in larger adult mammals [2,3]. In healthy adult mice (or rats) unilateral pneumonectomy evokes compensatory lung regeneration from the remaining lung lobes [4], in part through neoalveolarization within the existing parenchyma [5]. This regenerative process is characterized by restoration of lung volume, surface area, morphometry, DNA and protein content within 14 days, as demonstrated by our lab as well as others [6,7]. Despite a plethora of macrophysiologic and morphometric studies on lung regeneration in rodents and larger animals [2], the cellular and molecular mechanisms that regulate this process are not well understood. Previous studies using gene expression have focused on specific pathways [8] rather than global transcriptomic approaches. For example, using a gene array (588 genes) designed for analysis of transcription factors, Landenberg *et al *demonstrated a 2-fold or greater up-regulation of six genes, including early-growth response gene-1 (Egr-1), Nurr77, tristetraprolin, the inhibitor of kB-alpha (IkB-alpha), Klf-4 (GKLF) and LRG-21, all within two hours of pneumonectomy in mice [9]. The authors concluded that expression of early transcription factors (i.e. early immediate genes) activated by mechanical stress trigger a cascade of growth signals that promote lung regeneration. Likewise, repeated over-inflation of the murine lung soon after pneumonectomy (30 min) was associated with over-expression of the proto-oncogenes *c-fos *and *junB *[10], underscoring the ability of pneumonectomy-induced mechanical stretch to evoke transcription factors. Indeed, lung stretch by mechanical ventilation without pneumonectomy induces similar early immediate gene transcription [11].

While past studies have revealed early immediate genes that participate in the activation of lung regeneration, the majority of the regenerative process takes place over a prolonged period (7-14 days). Gene expression patterns corresponding to important biologic processes such as cellular proliferation, matrix formation, angiogenesis, and progenitor cell differentiation have not been fully characterized. It is also unclear from past studies why processes such as matrix formation and angiogenesis occur during the remodeling process, but are not associated with fibrosis in this context.

The objective of this study was to measure the effects of pneumonectomy (vs. sham surgery) on gene transcriptome patterns that are robustly expressed (fold change ≥1.5, or ≤ -1.5) at multiple time points during lung regeneration. Therefore, we analyzed the transcriptome (over 39,000 genes) from mouse lung tissues following unilateral pneumonectomy using Affymetrix GeneChip microarray technology. Samples were taken at four time points (6 hours, 1 day, 3 days and 7 days) post-pneumonectomy spanning the period during which the bulk (>80%) of lung regeneration occurs, as measured by changes in vital capacity [12]. Following analysis of the transcriptomic patterns, an immunohistochemical study of the regenerating parenchyma using the fibroblast markers S100A4 and αSMA was also performed at two points during lung regeneration (3 days and 7 days) to further elucidate the role of fibroblasts in this process.

## Methods

### Animals used for microarray analysis and q RT-PCR

Mice used in this study were adult (10-12 week) female C57BL/6 (20-25 g) obtained from Jackson Laboratories. All experiments were performed in accordance with NIH guidelines, as dictated by Institutional Animal Care and Use Committee at Tufts University. For each of the four time points, the mice were divided into two groups: (1) pneumonectomy (PNY) and (2) sham operated (SHAM - thoracotomy without lung resection), with eight animals in each group. Mice were anesthetized by intraperitoneal injection of ketamine (50-75 mg/kg) and xylazine (5 mg/kg), and then received 2 ml of warmed normal saline and 100 mg/kg sodium ampicillin subcutaneously. Orotracheal intubation was performed under direct visualization using a 20-gauge catheter (BD Insyte catheter; Becton, Dickinson and Co, Franklin Lakes NJ) over a flexible stylet. Mice were secured in supine position, and mechanically ventilated (AUT6110, Buxco Electronics, Wilmington, NC) at 200 tidal breaths of 0.3 ml of room air per minute, at positive end-expiratory pressure of 3 cm H_2_O during surgery and recovery.

### Pneumonectomy procedure

After achieving adequate anesthetic depth (absence of response to toe-pinch) the left thoracic wall was clipped and disinfected. The skin, chest wall and pleura were incised at the 5^th ^intercostal space, and the left lung was gently lifted through a ~5-7 mm incision and ligated at the hilum with 4-0 silk (Sofsilk, Synture Norwalk Ct). The lungs were then inflated to 30 cmH_2_0 airway pressure, and the chest wall closed during this inflation with a single interrupted suture. The skin was closed with 5-0 PDS in a simple interrupted pattern. Mice were extubated at the onset of vigorous spontaneous breathing. The mice recovered from surgery in a warmed cage, and post-operative pain was managed with buprenorphine subcutaneously (0.05 mg/kg) as soon as mice showed conscious motor control, and every 12 hours thereafter as needed (<3 days). Chow, nutrient gel (on the cage floor), and water were provided *ad libitum*. Sham pneumonectomy animals underwent an identical procedure, except that after the thoracotomy, the chest was left open for 5 minutes to simulate the conditions of the pneumonectomy group without removal of the left lung, then closed as described.

### Tissue preparation and RNA isolation

The mice were anesthetized as above at 6 hours, 1 day, 3 days and 7 days after surgery (PNY or SHAM) then euthanized by cervical dislocation. The pulmonary vasculature was perfused with ice cold Hanks balanced salt solution, the trachea cannulated, and the lungs removed *en bloc*. RNA preservation was achieved by flooding the lung intratracheally with RNAlater solution (Qiagen #76104), followed by storage of lung tissue samples in RNAlater at -80°C.

### RNA isolation and microarray analysis

Equal amounts of lung tissue were pooled from eight animals in each group (PNY or SHAM at each of 4 time points) to minimize biological variability [13]. Total RNA was prepared from the dissected lung tissue using the Qiagen RNAeasy mini kit (Qiagen #74104) according to the manufacturer's directions. The total RNA samples from the primary purification were purified a second time on Qiagen RNAeasy columns according to the manufacturer's instructions. Total RNA concentrations, A260/A280 and A260/A230 ratios were determined using a NanoDrop ND1000 spectrophotometer. All microarray analysis was performed as described in the Affymetrix GeneChip Expression Analysis Technical Manual using Affymetrix Mouse Genome 430 2.0 GeneChips and the One-Cycle cDNA Synthesis and HT IVT Labeling kits (Affymetrix Inc.). The complete microarray dataset is available (accession number GSE15999 at: http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE15999).

### Microarray data analysis on PNY versus SHAM animals (time-independent)

The initial goal in the analysis was to identify genes differentially regulated in the comparison between pneumonectomized and sham-operated animals. By treating all time points as replicates within their respective groups two datasets were created (PNY and SHAM), each with an n = 4. The corresponding Affymetrix CEL files were background corrected, summarized and quantile-normalized using the RMA library in BioConductor http://www.bioconductor.org, yielding one expression value per probe set for each of the 8 arrays [14]. Based on the 'Rank Products' algorithm proposed by Brietling, et. al [15], the RankProd library was employed to find differentially expressed genes. This algorithm works by performing comprehensive pair-wise comparisons to calculate a rank statistic RP_g_, defined as the probability of seeing the observed, pair-wise expression patterns for any given gene g. As a vehicle for measuring statistical significance a non-parametric *P*-value is also calculated, using 1000 permutations to determine how often the calculated RP_g _statistic would occur by chance alone. Finally, the RankProd library compares average expression between the two groups to derive a fold-change value. Genes with a reported *P*-value < 0.001 and a fold-change ≥ 1.5 or ≤ -1.5 were selected for further investigation.

### Microarray data analysis to identify temporal changes in lung regeneration (time dependent)

In a second analysis, the focus was shifted to temporal changes in gene expression during lung regeneration as opposed to overall transcriptomic patterns. With only one array per experimental condition at each time point, derivation of statistical measures and the subsequent search for truly differentially expressed genes can be challenging. However, the S-Score algorithm described by Zhang et al. (2002) and Kerns et al. (2003) provides a method for determining statistical significance when biological replicates are not available by applying pair-wise comparisons to probe-level data [16-19]. On average, the Affymetrix 3' IVT platform contains 22 probes for every transcript represented on the array. Using this information directly, the S-Score algorithm has shown good sensitivity when compared to many other existing analysis methods without sacrificing specificity (including RMA, dChip and MAS5), and can produce accurate results when no biological replicates are present [18,19]. This is particularly applicable and appropriate to our individual time point datasets in which we have only one paired array set for each time point. Using the S-Score algorithm, the relative change in probe pair intensity is calculated to convert the probe pair signal differences into multiple measurements with equalized errors. The relative changes for each probe pair are then summed to form the S-score, which represents a single measure of the significance of change for the gene in question[19]. By definition, S-score is related to *P*-value by an exponential relation, and a value of 3 corresponds to a *P*-value of 0.003 [16,19,19]. Genes with an S-score ≥ 3.0 or ≤ - 3.0 (*P *≤ 0.003) were selected for further analysis.

### Ingenuity Pathways Analysis

For selected genes (genes with a *P*-value < 0.001 and a fold-change ≥ 1.5 or ≤ -1.5 for the time-independent analysis; genes with an S-score ≥ 3.0 or ≤ - 3.0 (*P *≤ 0.003) for the time-dependent analysis), Ingenuity Pathway Analysis (IPA) version 2.0 (Ingenuity^® ^Systems Inc, Redwood City, CA; http://www.ingenuity.com) was used to search for biological functions and interrelationships between significantly modulated genes in PNY versus SHAM mice. IPA provides a large manually curated database containing over 200,000 full text articles and information about thousands of human, mouse and rat genes [20] with which experimental data sets can be statistically compared. Genes from the dataset were overlaid onto a global molecular network developed from information contained within the IPA database, and networks of genes in the dataset were then algorithmically generated based on their connectivity (both direct and indirect relationships). Each network displays the type of relationship between two gene products, including genes that are not significantly altered in the user's microarray data set. The networks are ranked depending on the number of significantly expressed genes they contain, based on a *P*-value that indicates the likelihood of the genes in a network being found together due to chance. A score of 2 indicates a 1 in 100 chance that the focus genes of interest were linked in the network by chance rather than a direct biological relationship. Therefore, scores of 2 or higher have at least a 99% confidence level of not being generated by random chance alone [20].

### Quantitative reverse transcription PCR validation

Total RNA from individual lung tissue samples (n = 3) from each group (PNY vs. SHAM) at the 1 day time point was prepared using TRIzol (Invitrogen, Carlsbad CA) as recommended by the manufacturers, followed by the Qiagen RNAeasy mini kit (Qiagen #74104) according to the manufacturer's directions. Total RNA concentrations and RNA quality was determined using an Agilent Bioanalyzer (Agilent Technologies Inc, Wilmington DE), with RIN > 7 for all samples. The RNA from each of the six individual samples was then subjected to genomic DNA elimination and first strand cDNA synthesis using a commercial kit (RT^2 ^First Strand Kit, SA Biosciences) to generate the cDNA templates for PCR amplification. Quality control was performed using the SA Biosciences QC qRT-PCR array (SA Biosciences) to test for any inhibition of cDNA synthesis, or presence of genomic DNA contamination. Gene expression assays were performed using sets of premade mouse primer pairs (SA Biosciences) for Igf1, Cyr61, Igfbp2, Igfbp3, Tnfrsf12a, Tnc, Col3A1 and Eln (see Table 1). Quantitative PCR was performed using a Stratagene MX3000P Detection system, and RT^2 ^qPCR SYBR green PCR Master Mix (SA Biosciences), according to the manufacturer's recommended protocol. Each sample was analyzed in triplicate, and relative gene expression (PNY versus SHAM) was calculated using the comparative Ct method [21] after normalization to the housekeeping gene Gapdh, which did not show differences in expression between SHAM and PNY mice (see online microarray dataset - accession number GSE15999 at: http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE15999).

**Table 1:** Validation of the microarray data using quantitative rt-PCR

Pathway	Gene	SABiosciences Catalog #	q-rtPCR (d1)*	Microarray (TI)*
				

Igf-1 signaling	Igf1	PPM03387E	1.4 (1.0 - 1.9)	1.5
	Cyr61	PPM05012A	4.0 (3.0 - 4.9)	1.6
	Igfbp2	PPM05178A	1.1 (-1.6 - 2.0)	1.5
	Igfbp3	PPM03820E	-4.0 (-8.0 - -4.0)	-1.6
Fibroblast activation	Tnfrs12a	PPM27298A	2.8 (1.8 - 4.3)	1.5
	Tnc	PPM03804E	5.0 (2.6 - 9.8)	2.2
	Col3A1	PPM04784B	1.2 (-1.1 - 1.6)	1.5
	Eln	PPM36834A	1.4 (1.1 - 2.2)	1.6

* The numbers represent the mean fold change for each gene transcript. The numbers in brackets represent the estimated range of fold change of gene expression seen in pneumonectomy animals (n = 3) compared to sham animals (n = 3), based on the standard error calculated from the pneumonectomy ΔCt values. For the microarray data, all expression values are significant with *P *< 0.001. TI - time-independent.

### Animals used for immunohistochemical study

Mice used for the immunohistochemistry study were also adult (10-12 week) female C57BL/6 (20-25 g) obtained from Jackson Laboratories. For each time point (3 days and 7 days), the mice were divided into two groups: (1) pneumonectomy (PNY) and (2) sham operated (SHAM - thoracotomy without lung resection), with three animals in each group. Unilateral pneumonectomy or sham thoracotomy were performed as described above, and after recovery, all mice were fed BrdU in drinking water (0.8 mg/ml) between days 0-3 (day 3 time point) or 4-7 (day 7 time point) before euthanasia.

### Immunohistochemistry

The mice were anesthetized as above at 3 days and 7 days after surgery (PNY or SHAM) then euthanized by cervical dislocation. Following median sternotomy, the pulmonary vasculature was perfused with ice cold Hanks balanced salt solution, the trachea cannulated, and the lungs removed *en bloc*. Tissue fixation was achieved with intratracheal 10% buffered formalin at 25 cmH_2_0 overnight. The trachea was then ligated, and the lung was embedded in paraffin. Immunofluorescent staining (IF) was performed on 5 μm paraffin sections. Primary antibodies included the monoclonal mouse antibody anti-BrdU (Santa Cruz, dilution 1:100), the monoclonal rabbit antibody anti-S100A4 (AbCam, dilution 1:100), and the monoclonal mouse antibody anti-αSMA (Santa Cruz, dilution 1:100). Tissue sections were deparaffinized and hydrated using standard methods, and antigen retrieval was performed using a citrate buffer (pH 6.0) and microwave heating (5 mins at high, 15 mins at 40% power). Tissues were washed (TBS with 0.1% Tween) three times before a 20 minute protein block (Dako, Carpinteria, CA), and then exposed to the primary antibodies (15-18 hours at 4 degrees Celsius). Detection of the primary antibodies was achieved using donkey anti-mouse Alexa Fluor 594 (red) for BrdU and donkey anti-mouse or donkey anti-rabbit Alexa Fluor 488 (green) for αSMA and S100A4 respectively, both at 1:200 (30 mins at 37 degrees Celsius). The appropriate isotype control assays were also performed; non-specific staining was not observed.

To examine the proliferation of S100A4 positive parenchymal cells during lung regeneration, 20 randomly selected high power fields (400×) were photographed digitally for each sample (3 PNY and 3 SHAM animals at each time point). Cells were counted (averaging 50-100 nucleated cells/HPF) and divided into four categories (nucleated cells (DAPI), S100A4 positive, BrdU positive, and double positive (S100A4+BrdU), and the mean percentage of S100A4 cells/nucleated cells, BrdU cells/nucleated cells and S100A4+BrdU/nucleated cells were obtained. A two-way ANOVA and independent t-tests were performed to test for significance (*P *< 0.05) between PNY and SHAM, and between 3 day and 7 day time points.

## Results

### Microarray analysis and validation

Microarray data was collected from pooled lung samples (n = 8) at four time points (6 hr, 1 day, 3 day and 7 day) during post-pneumonectomy lung regeneration from both PNY and SHAM animals. 

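The lung RNA was measured on 8 Affymetrix mouse arrays, 4 PNY and 4 SHAM, with 1 array per group at 6 hours and 1, 3 and 7 days. Each array holds RNA pooled from 8 mice, so it gives a mean over the pool and not the spread between mice. The number of arrays limits the precision of every value. The authors turned the scanned arrays into 1 log2 expression value for each probe set, by background correction, quantile normalization and summarization in RMA. From these deposited values the 64 control probe sets were left out and 45037 were tested, of which 34945 carry a single gene symbol and represent 18193 genes. Each gene is given by its probe set with the highest mean level over the 8 arrays. A difference is the log2 value in PNY minus that in SHAM, so negative values stand for lower expression in PNY. Mean differences are those of the group means, with the standard deviation (SD) of the differences at the 4 time points after the ± sign. The fold change is the mean difference back on the linear scale, with a minus sign where expression was lower in PNY. A gene rose or fell where its rank product P-value lay under 0.001 with a fold change of at least 1.5 either way. The time points serve as the replicates of that test, so its p-values rest on pooled samples taken at different times. They do not measure the spread between mice. At a single time point there is 1 array per group and no test.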

As mentioned in the methods section, the data obtained from these microarrays were analyzed in two different ways. First, data from each time point was combined in a non-parametric replicate analysis generating a time-independent data set, PNY vs. SHAM, with four replicates. In this time-independent analysis to identify consistently regulated genes, 179 genes were identified as differentially expressed between PNY and SHAM (*P *< 0.001) with fold changes of ≥ 1.5 or ≤ -1.5 (Table S1, additional file 1). 

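Over the 4 time points 113 genes passed upward and 15 downward in PNY by any of their probe sets, or 92 and 11 by the probe set with the highest level. They come from 142 probe sets higher and 25 lower, of which 14 have no gene name here. Among genes above the median level that differed the same way at every time point, the secreted goblet cell protein Clca1 (Clca3 in the paper) had the largest rise, with a fold change of 6.46 (mean log2 difference 2.69 ± 1.17). Next came 8 genes of mitosis, with fold changes of 2.37 for Aspm, 2.15 for Pbk, 2.11 for Ect2, 2.02 for Cep55, 1.99 for Nuf2, 1.95 for Birc5, 1.89 for Cdk1 (Cdc2 in the paper) and 1.89 for Top2a, and the antimicrobial lectin Reg3g with 2.16 (1.11 ± 0.40). The genes above the median level that fell and were lower at every time point were 7. Serpinb2, an inhibitor of plasminogen activators, had a fold change of -2.54 (-1.34 ± 1.51), the lipoxygenase Alox15 -1.94, the heme synthesis enzyme of red cell precursors Alas2 -1.86, the macrophage protein Cd5l -1.77, the clock repressor Nr1d1 -1.62, and the glucocorticoid-induced factors Zbtb16 and Klf15 -1.72 and -1.50. Clca1, Aspm, Reg3g, Pbk, Ect2, Serpinb2 and Alas2 passed whichever of the 8 arrays or 4 time points was left out. Cd5l did not pass without the PNY array of 6 hours (-0.476), the SHAM array of 7 days (-0.379) or both arrays of 7 days (-0.271). Alox15 did not pass without the SHAM array of 7 days (-0.475) or both arrays of 7 days (-0.473). Cep55 and Nuf2 did not pass without the PNY array of 7 days (mean differences 0.55 and 0.58), nor did Top2a without the PNY array of 7 days (0.46), or both arrays of 7 days (0.59), Birc5 without both arrays of 3 days (0.81) and Cdk1 without the PNY array of 3 days (0.80) or 7 days (0.51), or both arrays of 3 days (0.82) or 7 days (0.60). Among the falls, Nr1d1 did not pass without the PNY array of 7 days (-0.30), or the SHAM array of 6 hours (-0.45) or 1 day (-0.54), Zbtb16 without the PNY array of 3 days (-0.42) or 7 days (-0.35), the SHAM array of 6 hours (-0.36) or 1 day (-0.54), or both arrays of 3 days (-0.54) and Klf15 without the PNY array of 3 days (-0.42) or 7 days (-0.28), the SHAM array of 6 hours (-0.28) or 1 day (-0.58), or both arrays of 3 days (-0.54) or 7 days (-0.49). The number of genes was 251 without the PNY array of 6 hours, 203 without that of 1 day, 71 without that of 3 days and 54 without that of 7 days, and 212, 65 and 67 without both arrays of 6 hours, 3 days and 7 days. Of the 167 probe sets 18 passed in all 12 of these settings. By limma none of the 45037 probe sets reached an adjusted p under 0.05 (902 had an unadjusted p under 0.05, 473 higher and 429 lower), and 1 did without the PNY array of 1 day (adjusted p = 0.0248). With time point as a block limma called none either, with 2484 at an unadjusted p under 0.05.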

Second, global gene expression patterns in the lung were analyzed independently at each of the four time points following pneumonectomy (6 hours, 1 day, 3 day and 7 day). In this time-dependent analysis, 346, 472, 556 and 733 genes were differentially expressed between PNY and SHAM at 6 hour, 1 day, 3 day and 7 day post-pneumonectomy respectively (complete data not shown), with an S-score of ≥ 3 or ≤ -3 (equivalent to *P *< 0.003). In addition, validation of the microarray data was performed using quantitative rt-PCR. 

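Clca1 was the gene furthest above SHAM at 6 hours, 3 days and 7 days and an immunoglobulin variable gene of the Igkv15 family at 1 day, among genes above the median level. The genes furthest below SHAM were the chemokine Cxcl10 at 6 hours, skeletal actin Acta1 at 1 day, the immunoglobulin heavy chain Ighm at 3 days and Serpinb2 at 7 days. At 6 hours 277 genes were at least 1.5-fold higher in PNY and 396 at least 1.5-fold lower. At 1 day these numbers were 687 and 399, at 3 days 335 and 259, and at 7 days 505 and 624. The share of such probe sets that were higher was 39.0% at 6 hours (57.4% with each array centred on its median and 63.1% above the median level), 58.0% at 1 day (48.6% centred and 76.7% above the median level), 61.3% at 3 days and 43.0% at 7 days (52.7% of those past a fold change of 2). At 3 days this share was 84.8% of those past a fold change of 2 and 53.8% above the median level. Across 12151 genes the differences at 3 days and 7 days correlated with a Pearson r of 0.348 (Spearman 0.181), those at 1 day and 3 days with 0.219 (0.229), and those at 6 hours and 1 day with 0.001 (-0.004); genes are not independent replicates. The S-scores of the paper start from the probe-level values, which were not used here, so the numbers of genes by fold change are another measure.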

PCR was performed using 8 genes that showed modulated expression across several different areas of interest at the 1 day time point, as well as in the time-independent analysis. The expression patterns observed using qRT-PCR are similar to patterns observed by microarray (see Table 1).

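On the arrays of 1 day, the matrix glycoprotein Tnc stood 2.04-fold higher in PNY than in SHAM, the matricellular Cyr61 (now Ccn1) 1.85-fold, the Tweak receptor Tnfrsf12a 1.60-fold and Igfbp2, a binding protein of Igf1, 1.60-fold. Igf1 was 1.41-fold higher, elastin (Eln) 1.37-fold and the collagen Col3a1 1.08-fold, while Igfbp3, which sequesters Igf1, had a fold change of -1.54. Each value comes from 1 array per group, so its error was not measured. The log2 SD of all probe sets' differences at 1 day was 0.278, and the differences of Tnc (1.03), Ccn1 (0.89), Tnfrsf12a (0.68), Igfbp2 (0.68), Igf1 (0.49), Eln (0.46) and Igfbp3 (-0.62) are larger in size, that of Col3a1 (0.11) is not. Another, dimmer probe set of Col3a1 differed by 0.665 at 1 day, which is larger than that SD. The SD is a spread between probe sets and not the error of any gene. The paper took genes with modulated expression at 1 day, so sizes above this SD are no independent check of them.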

### Time-independent transcriptomic patterns during lung regeneration

A complete list of genes with significantly (*P *< 0.001) altered expression (fold change ≥ 1.5, or ≤ -1.5) in the time-independent analysis of post-pneumonectomy lung regeneration is compiled in Table S1, additional file 1. This table is organized into biological functions that are prevalent during lung regeneration including cell cycle/cell division, DNA synthesis or repair, cell proliferation, extracellular matrix, cytoskeleton, inflammatory, fibrotic, and immune responses, and protein phosphorylation, and miscellaneous biological functions. From this table, several important transcriptomic patterns emerge. First is the significant up-regulation of many cell cycle, cell division, and DNA synthesis-related genes. 

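Genes of mitosis moved together. Of 34 measured genes of G2/M and mitosis 23 rose, none fell and 11 did not pass the rank product threshold (Ccnb1, which the paper reports, was not analysed here), and 20 were higher in PNY at all 4 time points. Their median difference was 0.12 at 6 hours and 0.20 at 1 day, then 0.95 at 3 days and 1.66 at 7 days, when all 34 were higher. The spindle checkpoint kinase Ttk had a fold change of 2.06 (1.04 ± 0.73). Of 31 measured genes of S phase and DNA replication 5 rose, none fell and 26 did not pass; all 31 were higher at 3 days (median 0.54) and all 31 at 7 days (median 0.56). These 5 were the ribonucleotide reductase subunit Rrm2 (1.76), the exonuclease Exo1 (1.72), cyclin E2 (Ccne2, 1.65), thymidine kinase Tk1 (1.60) and the ubiquitin ligase adaptor Dtl, which was named after its values were seen. By camera with a preset inter-gene correlation of 0.01, both lists shifted upward against all other genes (adjusted p = 2.32e-20 and 2.59e-18); with an estimated correlation the adjusted p were 0.427 and 0.394. Both lists hold genes that Table S1 names, so these counts are not independent evidence of direction. In limma no gene of either list passed over all probe sets or adjusted over the list alone; with time point as a block 23 and 14 passed adjusted over the list alone. The 23 mitosis genes became 8 without the PNY array of 3 days, 4 without that of 7 days, and 7 without both arrays of 3 days or of 7 days. The 5 S phase genes became 10 without the PNY array of 6 hours, 2 without that of 3 days, 1 without that of 7 days, 3 without the SHAM array of 6 hours, 9 without both arrays of 6 hours and 1 without both arrays of 3 days or of 7 days. Of the genes just named, Ttk passed in every such setting, whereas Rrm2 did not pass without both arrays of 3 days (0.65), Exo1 without the PNY array of 7 days (0.52), or both arrays of 7 days (0.49), Ccne2 without the PNY array of 3 days (0.69) or 7 days (0.46), or both arrays of 3 days (0.65) or 7 days (0.44) and Tk1 without the PNY array of 3 days (0.54) or 7 days (0.42), the SHAM array of 6 hours (0.54), or both arrays of 3 days (0.54) or 7 days (0.52). A list of 10 housekeeping genes had an adjusted p of 0.615 and medians between 0.00 and 0.07.

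**Figure D1:**
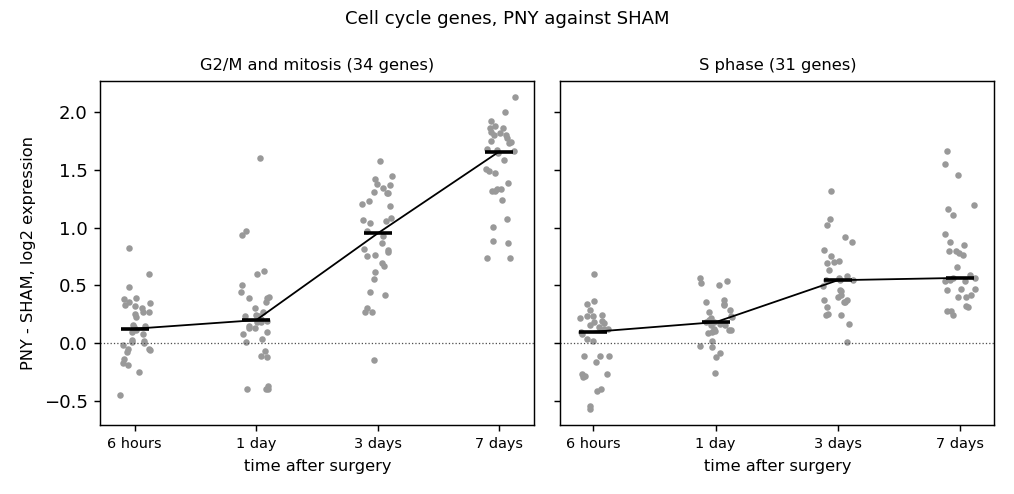
Difference in log2 expression (PNY minus SHAM) of the genes of G2/M and mitosis and of S phase and DNA replication at each time point after surgery. Each grey point is 1 gene and the black points are the medians of the list, which reach 1.66 and 0.56 at 7 days.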

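Igf1 itself rose, with a mean difference of 0.62 ± 0.36 and a fold change of 1.54, and so did Pappa2, a protease that frees Igf1 from its binding proteins (0.88 ± 0.40, 1.84). The matricellular proteins Ccn1 (Cyr61) and Ccn2 (Ctgf) rose 1.56-fold and 1.52-fold (0.64 ± 0.21 and 0.60 ± 0.06), and the Tweak receptor Tnfrsf12a 1.54-fold (0.62 ± 0.20). Igfbp3 fell, with a mean difference of -0.62 ± 0.46 and a fold change of -1.54. Igfbp2 and the EGF receptor ligand Hbegf did not pass the fold change of 1.5 (1.47 and 1.41), although the rank product P-value of Igfbp2 was 0.00077; that of Hbegf was 0.00129. By the exact permutation test (two-sided, 4 arrays against 4, smallest possible p 0.029), p was 0.0286 for Pappa2 and Ccn2, 0.0571 for Tnfrsf12a, 0.143 for Igf1 and Igfbp3, and 0.229 for Ccn1. That test takes the arrays as unpaired. With time point as a block limma gave an unadjusted p of 0.000258 for Ccn1, 0.00191 for Igf1 and 0.00531 for Igfbp3 (adjusted over all probe sets 0.618, 0.754 and 0.874). Pappa2 passed the rank product threshold whichever array or time point was left out. Igf1 did not pass without the PNY array of 3 days (0.53) or 7 days (0.42), the SHAM array of 6 hours (0.49), or both arrays of 3 days (0.50) or 7 days (0.55). Igfbp3 did not pass without the PNY array of 3 days (-0.49) or 7 days (-0.49), the SHAM array of 6 hours (-0.58), or both arrays of 3 days (-0.54) or 7 days (-0.49). Ccn1 did not pass without the PNY array of 3 days (0.51) or 7 days (0.44), the SHAM array of 6 hours (0.43) or 1 day (0.39), or both arrays of 1 day (0.56), Ccn2 without the PNY array of 6 hours (0.54) or 7 days (0.52), or the SHAM array of 1 day (0.52) or 3 days (0.57), and Tnfrsf12a without the PNY array of 6 hours (0.49), the SHAM array of 1 day (0.54) or 3 days (0.53), or both arrays of 3 days (0.55). Another probe set of Ccn1 differed in the other direction at 7 days (-0.59).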

Many genes involved in cell proliferation are also differentially expressed, including members of Igf1 signaling (up-regulation of Igf1, Igfbp2, Cyr61 and Pappa2 and down-regulation of Igfbp3), as well as Ctgf, Hbegf and Tnfrsf12a. 

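The matrix glycoprotein tenascin C (Tnc) rose 2.21-fold over the 4 time points (mean difference 1.15 ± 0.90) and elastin (Eln) 1.57-fold (0.65 ± 0.27). Versican (Vcan, 1.48) and the protease Adamts9 (1.48) had rank product P-values of 0.000735 and 0.000572 but did not reach a fold change of 1.5 (another, dimmer probe set of Adamts9 rose 1.60-fold), and the collagens Col5a2 (1.38) and Col3a1 (1.26) did not either. Of 23 measured genes of fibrillar collagens and collagen processing none passed the rank product threshold or limma, while 21 had a mean above 0 and 14 were higher at all 4 time points, with Col1a1, Col5a1 and Col6a3 all at a fold change of 1.34; with time point as a block 11 passed limma adjusted over the list alone. Their medians were 0.19, 0.16, 0.32 and 0.47 at 6 hours and 1, 3 and 7 days. Of 15 genes in the matricellular list Tnc, Ccn1 and Ccn2 rose, none fell and 12 did not pass (medians 0.12, 0.14, 0.49 and 0.30). Adjusted over the list alone limma called Ccn2, or 6 genes with the block. The 15 include Sgpp1, which does not encode a matrix protein. The list's counts, medians and camera result are thus not of matricellular genes alone. Of 16 measured elastic fibre genes Eln rose and 15 did not pass (Fbn1, which the paper reports, was not analysed here), among them the crosslinking enzymes Lox (1.27) and Loxl1 (1.26) (medians 0.12, 0.06, 0.30 and 0.30). By camera the shifts of the collagens (adjusted p = 2.59e-08), matricellular genes (1.46e-05) and elastic fibre genes (0.000167) were upward; with an estimated correlation these were 0.394, 0.427 and 0.523. All these lists hold genes that Table S1 names, so the counts are not independent evidence of direction. Tnc passed in every setting that left out an array or a time point, and the 3 matricellular genes became 1 without the PNY array of 7 days. They became 5 without the PNY array of 6 hours or 1 day, the SHAM array of 7 days, or both arrays of 6 hours. Eln did not pass without the PNY array of 3 days (0.62) or 7 days (0.38), the SHAM array of 6 hours (0.52) or 1 day (0.61), or both arrays of 3 days (0.63) or 7 days (0.53). The SHAM array of 6 hours had a Col3a1 level of 11.79, below the 12.56 to 12.70 of the other SHAM arrays.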

Components of the extracellular matrix including Tnc, Eln, Fbn1, Col3A1, Col5a2 and Vcan are up-regulated, as well as two members of the Adamts metalloproteinase family (Adamts2, Adamts9). 

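The goblet cell gene Clca1 (Clca3) was higher in PNY by 2.36, 1.29, 4.05 and 3.07 at 6 hours and 1, 3 and 7 days, and the protein disulfide isomerase Agr2, needed to fold mucins, rose 1.60-fold (mean difference 0.68 ± 0.19). The anion exchanger Slc26a4 rose 1.72-fold (0.78 ± 0.59). Of 18 genes of goblet cells and mucus these 3 rose, none fell and 15 did not pass, among them the trefoil factor Tff2 (1.48). The list's medians were 0.08, 0.16, 0.21 and 0.21; by camera its shift was upward (adjusted p = 1.46e-05, 0.362 with an estimated correlation), and limma adjusted over the list alone called Clca1, Agr2 and Tff2, with none of them past the threshold over all probe sets. The list holds genes that Table S1 names, so its count is not independent evidence of direction. Reg3g was higher by 1.38, 1.05, 0.56 and 1.45; with the PNY array of 7 days at 10.36, above the 9.90 to 9.95 of the other PNY arrays. Among 17 acute phase and antimicrobial genes it alone rose (adjusted p = 0.0627 by camera for the list, 0.0153 with time point as a block and 0.636 with an estimated correlation). The number that rose was 4 without the SHAM array of 6 hours. It was 3 without the PNY array of 1, 3 or 7 days or both arrays of 1 day. In the other such settings it was 2, or 1 without the PNY array of 6 hours, where 2 fell. Without the SHAM array of 3 days 1 fell. The list shifted without the PNY array of 1 day (0.0141, upward) or 7 days (0.00341, upward), the SHAM array of 6 hours (0.00754, upward), or both arrays of 1 day (0.0206, upward) or 7 days (0.0196, upward). It also passed by camera above the median level (0.0212) and with the mean of a gene's probe sets (0.0356). Retnla, a product of alternatively activated macrophages, rose 1.73-fold (0.79 ± 0.46), as did the eosinophil-associated ribonuclease Ear11 (now Rnase2a), 1.81-fold, whose differences were -0.16, 0.49, 3.35 and -0.24 and rest on 3 days. The chemokine receptor Ccr9 did not pass (fold change 1.64, rank product P-value 0.00172); its differences were 0.03, 3.20, 0.28 and -0.66. Agr2 did not pass without the PNY array of 7 days (0.58), Slc26a4 without the PNY array of 3 days (0.45), the SHAM array of 1 day (0.41), or both arrays of 3 days (0.59), Retnla without the PNY array of 3 days (0.59), or both arrays of 3 days (0.58) and Rnase2a without the PNY array of 3 days (0.09), the SHAM array of 3 days (0.80), or both arrays of 3 days (0.03).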

Interestingly, genes relating to goblet cell hyperplasia and mucous production are also up-regulated (Clca3, Agr2, Slc26a4), with differential expression of other genes associated with inflammatory, fibrotic or immune responses (up-regulation of Reg3g, Ear11, Retnla, Nappa, and Ccr9; down-regulation of Arg1, CD5L and Alox15).

Figure 1 illustrates the top networks defined by IPA for the time-independent analysis of post-pneumonectomy lung regeneration. These networks represent diverse relationships (represented as a line) between different genes (represented as filled shapes). Red nodes represent genes that *increased *in expression in animals after pneumonectomy compared to sham-operated animals, whereas green nodes represent genes that *decreased *in expression in animals after pneumonectomy compared to sham-operated animals. 

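Cyclin A2 (Ccna2), which drives S phase and entry into mitosis, rose 1.76-fold (mean difference 0.82 ± 0.73), with differences of 0.18, 0.30, 1.06 and 1.74 at 6 hours and 1, 3 and 7 days. The differences of Birc5, an inhibitor of apoptosis in mitosis, were 0.01, 0.94, 1.42 and 1.49, and those of Cdk1 0.31, 0.30, 1.21 and 1.86. Foxm1, a transcription factor of mitotic genes, did not pass by its probe set with the highest level (fold change 1.23, rank product P-value 0.0159), whereas another of its probe sets rose 1.60-fold. The matricellular Ccn1 was higher at every time point, by 0.75, 0.89, 0.49 and 0.44, and Ccn2 by 0.64, 0.58, 0.53 and 0.66. The exact permutation test (two-sided, 4 arrays against 4) gave p = 0.143 for Ccna2, 0.0571 for Birc5 and 0.114 for Cdk1. Ccna2 did not pass the rank product threshold without the PNY array of 3 days (0.73) or 7 days (0.44), or both arrays of 3 days (0.74) or 7 days (0.51).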

IPA network analysis corroborated the importance of cell cycle regulation, cell movement and cell proliferation during lung regeneration (Figure 1A and 1B), with the top two most significant networks focused on cell cycle (Ccnbl, Cc2, Ccna2, Birc5 and Foxm1), and mesenchymal cell proliferation (Igf1, Cyr61, Tnfrsf12a, Ctgf, Igfbp3 and Ifgbp2) respectively.

**Figure 1:**
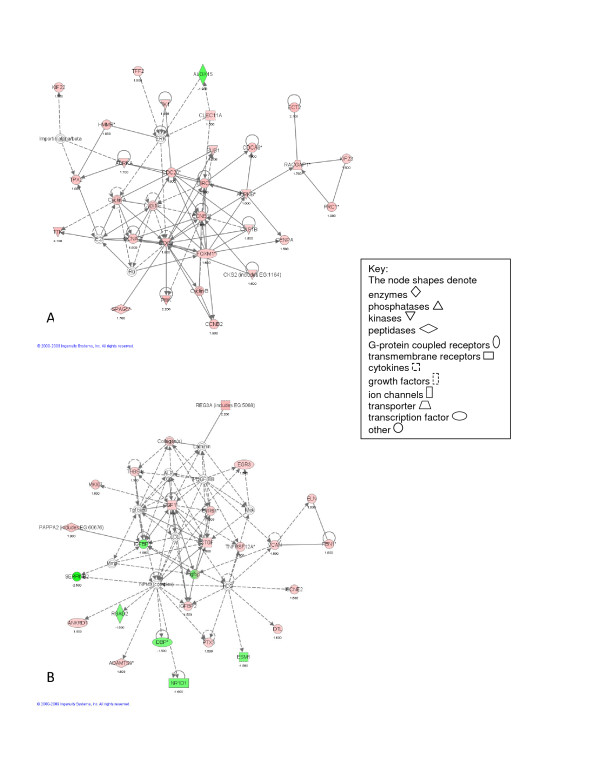
**Illustrations of the top gene networks for the time-independent microarray analysis**. A - Most significant network for the time-independent microarray analysis (score = 56). B - Second most significant network for the time-independent microarray analysis (score = 45).

### Time-dependent transcriptomic patterns during lung regeneration

The analysis of differentially expressed transcripts observed at each of the four individual time points is summarized by the top networks (Figures 2, 3, 4 and 5) as defined by IPA. 

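At 6 hours the genes furthest below SHAM among those above the median level were the chemokines Cxcl10 (-2.28), Cxcl1 (-1.50) and Cxcl2 (-1.41), which attract T cells and neutrophils, the interferon-induced Ifit1 (-1.36) and the kinase Cdkl4 (-1.30). The dimly expressed cytokine Il6 stood at -2.82. Of 30 inflammatory cytokines and chemokines 6 were higher and 24 lower in PNY (median -0.51, at percentile 0.0 among random lists of the same size and level), and of 25 interferon response genes 0 were higher (median -0.38). The NF-kB subunits Nfkb2, Rela, Relb and Rel differed by -0.04, 0.10, -0.12 and -0.17 (another probe set of Nfkb2 by -0.60), and a list of 19 NF-kB pathway genes and targets had a median of -0.01. The adhesion molecules Ceacam1 and Itgav differed by -0.02 and 0.24; other probe sets of Ceacam1 were higher by 0.14 to 0.48, and another of Itgav by 0.61. Higher in PNY besides Clca1 and Reg3g were the adipocyte genes Adipoq (1.58) and Car3 (1.38) and the immunoglobulin light chain Igk (1.28, with another probe set at -0.63). Markers of other tissues differed as well, with medians of 0.42 for 11 adipocyte genes and 0.36 for 10 mesothelium genes. These differences come from 1 array per group and were not tested. Over all 4 time points the interferon list shifted downward by camera (adjusted p = 0.000174; 0.703 with an estimated correlation), but not without the PNY array of 6 hours (0.143), the SHAM array of 3 days (0.338) or both arrays of 6 hours (0.366), and the inflammatory and NF-kB lists did not (0.413 and 0.549), except the first without the SHAM array of 1 day (0.0161, downward), or both arrays of 3 days (0.0471, downward).

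**Figure D2:**
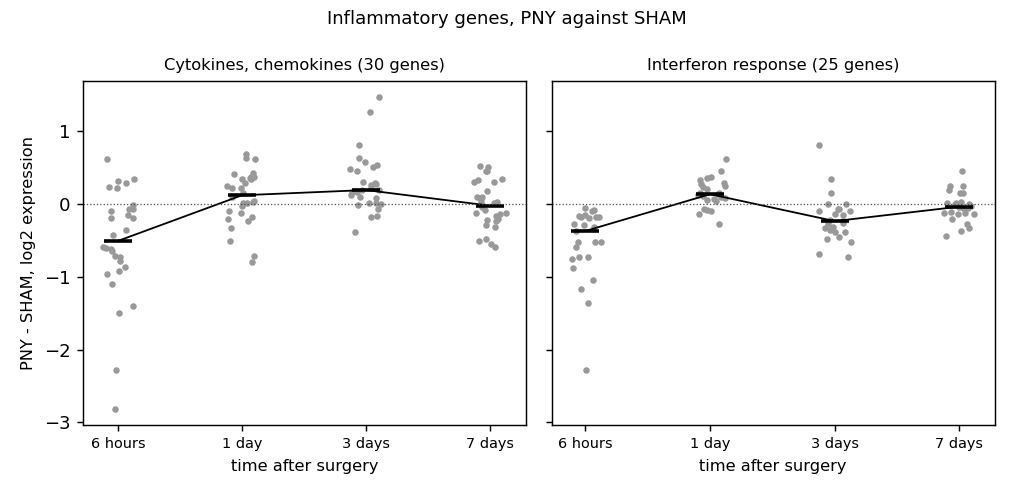
Difference in log2 expression (PNY minus SHAM) of the genes of the inflammatory lists at each time point after surgery, with 1 grey point per gene and black points for the medians. The inflammatory cytokines and chemokines have a median of -0.51 at 6 hours and 0.12 at 1 day.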

As demonstrated in Figure 2, the top networks identified by IPA at 6 hours after pneumonectomy are associated with cell-cell signaling (including up-regulation of Ceacam1 and ItgaV - Figure 2A), and inhibition of inflammatory cell migration (down-regulation of the pro-inflammatory cytokines Cxcl1 and Cxcl10, as well as Nfκβ - Figure 2B), demonstrating a major shift in regulation of cell adhesion and inflammatory response at this early time point. The top networks identified by IPA at 1 day (Figure 3) are associated with continued modulation of the inflammatory response (up-regulation of Egr1, but down-regulation of Dbp and SerpinB2 - Figure 3A), especially focused on T-cell development and function (up-regulation of Cd4, Cd3e, Cd28, Cd247 and Lak - Figure 3B). 

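At 1 day genes of T cells and of their precursors stood higher in PNY, with 1 array per group. Thymus tissue in the PNY pool is a candidate explanation. The median of 7 thymic stroma markers lay above 97.7% of random lists (4 markers higher, 3 lower). The 11 markers of mature recirculating T cells had a median of 0.06. An entry of thymocytes into the lung stays open as well and was not tested. The coreceptor Cd4 was higher by 1.10, the receptor chains Cd3e and Cd247 by 0.71 and 1.11, the costimulator Cd28 by 1.68, and Cd8b1 and Cd8a by 2.37 and 1.96. Of 22 T cell genes 20 were higher at 1 day, with medians of -0.26, 1.10, -0.14 and -0.47 at 6 hours and 1, 3 and 7 days. All 18 thymocyte genes were higher at 1 day (medians -0.13, 1.26, 0.07 and -0.18), among them the recombinase Rag1 by 5.98, the terminal transferase Dntt by 2.84, Arpp21 by 2.69 and the chromatin organizer Satb1 by 1.93. The immunoglobulin gene of the Igkv15 family and Jchain were higher by 2.88 and 2.23, and a list of 17 B cell genes had a median of 0.48. Egr1, an immediate early transcription factor, was higher by 1.10, while the clock output factor Dbp (-0.61) and Serpinb2 (-0.76) were lower. The genes furthest below SHAM were Acta1 (-1.57), Psg28 (-1.40), Susd5 (-1.38), Zbtb16 (-1.12) and Ppp2r2c (-1.09). Over all time points no T cell gene passed, and the T cell list did not shift by camera (adjusted p = 0.864), but shifted without the PNY array of 1 day (1.05e-05, downward), or both arrays of 1 day (1.85e-09, downward). The thymocyte list shifted upward (adjusted p = 0.0297; 0.743 with an estimated correlation and 0.0596 with time point as a block), but turned downward without the PNY array of 1 day (median difference -0.06) or both arrays of 1 day (-0.09). Its adjusted p was 0.0849, 0.103 and 0.0741 without the SHAM arrays of 6 hours, 3 days and 7 days, and 0.649 among genes above the median level. Rag1 was its only member to rise over all time points (2.65-fold), and not without the PNY array of 1 day (-0.29), the SHAM array of 6 hours (1.38), 3 days (1.23) or 7 days (1.45), or both arrays of 1 day (-0.12). The number of its members that rose was 3 without the PNY array of 6 hours or 7 days, or both arrays of 7 days. It was 2 without both arrays of 6 hours. Another probe set of Cd8a was lower at 6 hours (-0.91).

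**Figure D3:**
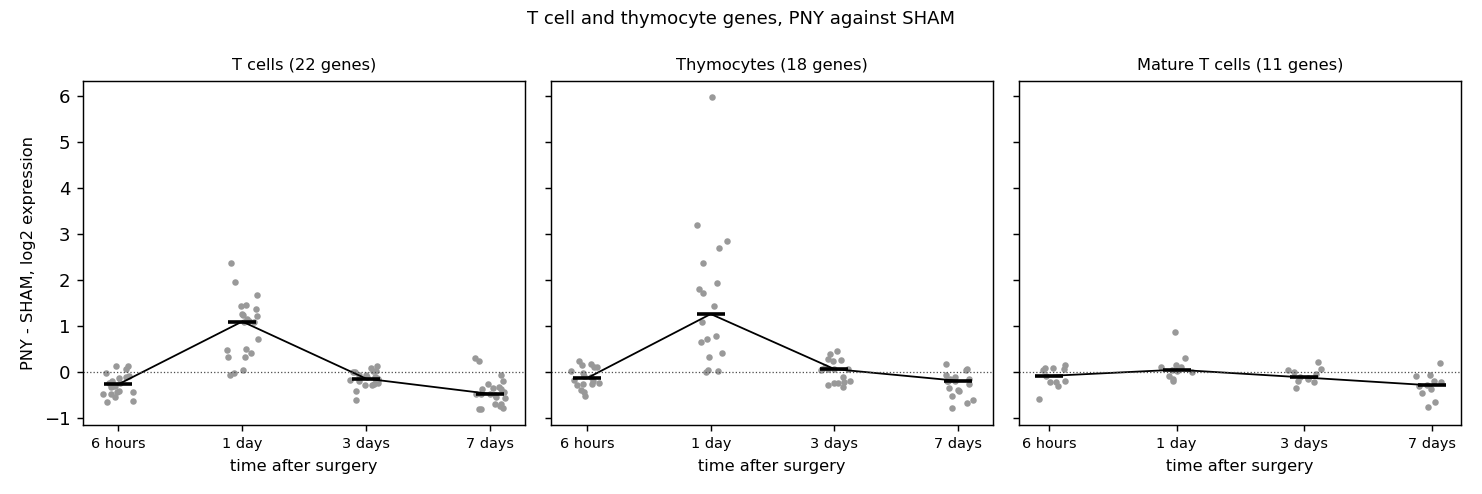
Difference in log2 expression (PNY minus SHAM) of 22 T cell genes, 18 thymocyte genes and 11 genes of mature recirculating T cells at each time point, with 1 grey point per gene and black points for the medians. At 1 day the medians are 1.10, 1.26 and 0.06.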

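At 3 days the mitosis regulators Cdc20 and Cdk1 (Cdc2) were higher in PNY by 1.35 and 1.21, Foxm1 by 0.27 and the G1 cyclin Ccnd1 by 0.18 (0.56 by another of its probe sets). The cytokine Il6 was higher by 1.47, from a dim level. Among matrix and fibroblast genes, thrombospondin 1 (Thbs1) was higher by 0.92, Igf1 by 0.98, Tnfrsf12a by 0.85, Eln by 0.70 and Col3a1 by 0.34. Among the genes furthest above SHAM, besides Clca1, were Tnc (1.97), the mitotic kinase Pbk (1.71) and Retnla (1.45). Furthest below were the immunoglobulin genes Ighm (-1.84) and Jchain (-1.51), the B cell chemokine Cxcl13 (-1.50), Zbtb16 (-1.49) and Galnt15 (-1.18). Other probe sets of Ighm lay at -1.27 at 6 hours and 3.87 at 1 day, and at -0.60 at 1 day, where the probe set used here lay at 0.82 at 6 hours and 1.07 at 1 day. Of the genes named, Cdc20 rose over all time points (1.88-fold), and not without the PNY array of 3 days (0.79) or 7 days (0.46), or both arrays of 3 days (0.76) or 7 days (0.60). Ccnd1 (1.17), Thbs1 (1.46) and Il6 (-1.09) did not pass, and the values at 3 days alone were not tested.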

At 3 days the top networks identified by IPA involve cell cycle progression (up-regulation of Foxm1, Cdc2, Cdc20, Ccnd1 and IL6 - Figure 4A), and activation of fibroblastic cells with production of extracellular matrix components (up-regulation of Igf1, Tnfrsf12A, Eln, Fbn1, Col3A1, Serpine1 and Thbs1 - Figure 4B). Finally, at 7 days, the top networks are focused on immunomodulation and inflammatory responses (up-regulation of NPPA/ANP and Brca1 - Figure 5A), and continued cell proliferation (up-regulation of Birc5, Foxm1, Cdc2, Ccnb1 and Ccna2 - Figure 5B).

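At 7 days the DNA repair gene Brca1 was higher in PNY by 1.16, Foxm1 by 0.88 and the hormone gene Nppa by 2.22. Besides Clca1 and Nppa, the genes furthest above SHAM were the muscle genes Myl1 (2.23) and Acta1 (2.21) and the mitotic kinase Pbk (2.10). Among the furthest below were Serpinb2 (-3.58), the Igkv15 gene (-3.37), Cd5l (-2.47) and Alox15 (-2.41). Of 14 neutrophil genes 3 were higher and 11 lower (median -0.67), with the calcium-binding proteins S100a8 and S100a9 at -1.76 and -1.74. Lymphocyte lists lay below 0 as well, with medians of -0.60 for 17 B cell genes and -0.46 for 12 NK cell genes. The inflammatory cytokines and chemokines had a median of -0.03. Over all time points Brca1 rose 1.51-fold (0.59 ± 0.51), and not without the PNY array of 3 days (0.49) or 7 days (0.36), the SHAM array of 6 hours (0.49), or both arrays of 3 days (0.50) or 7 days (0.40). The neutrophil list did not shift over all time points by camera (adjusted p = 0.737), except without the PNY array of 6 hours (0.023, downward), and the values at 7 days alone were not tested.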

**Figure 2:**
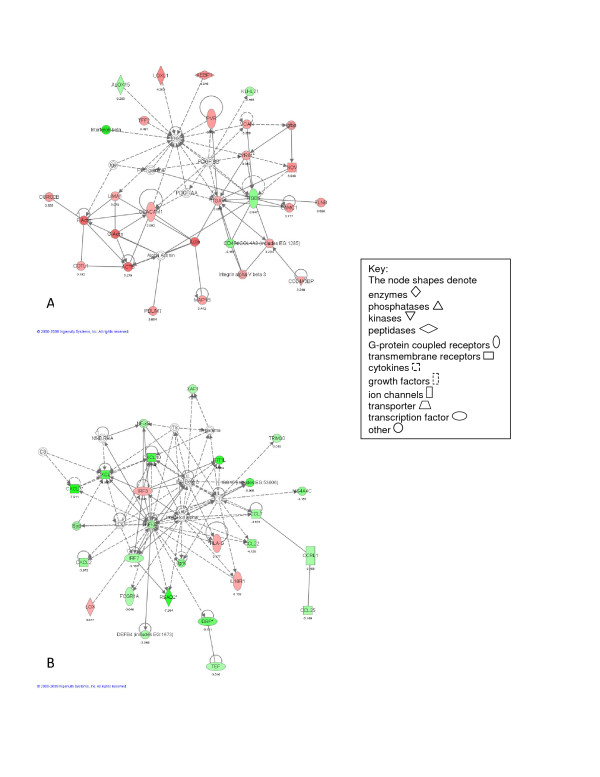
**Illustrations of the top gene networks at the 6 hour time point of the time-dependent microarray analysis**. A - most significant gene network (score = 38). B - second most significant network (score = 36).

**Figure 3:**
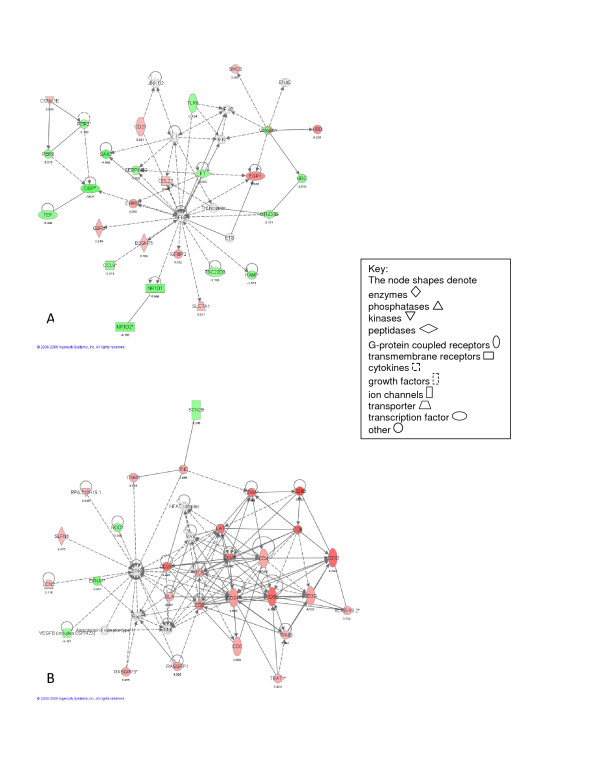
**Illustrations of the top gene networks at the 1 day time point of the time-dependent microarray analysis**. A - most significant gene network (score = 42). B - second most significant network (score = 38).

**Figure 4:**
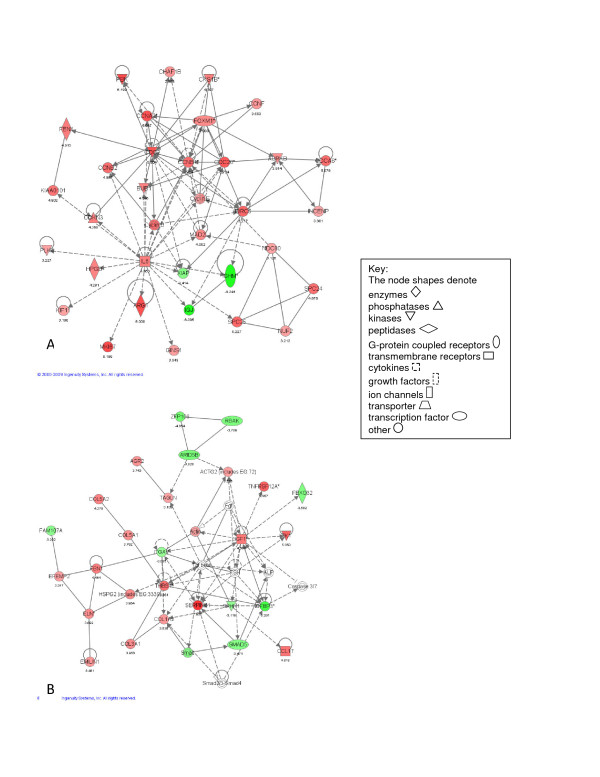
**Illustrations of the top gene networks at the 3 day time point of the time-dependent microarray analysis**. A - most significant gene network (score = 57). B - second most significant network (score = 45).

**Figure 5:**
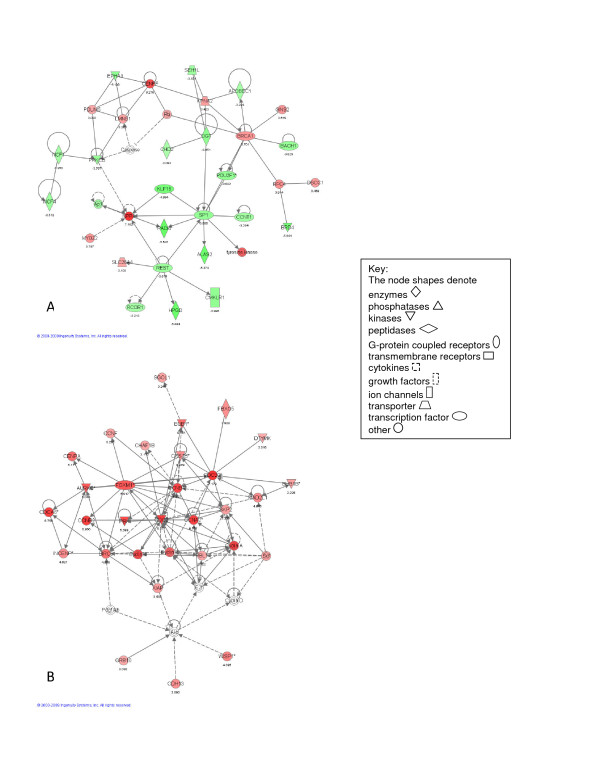
**Illustrations of the top gene networks at the 7 day time point of the time-dependent microarray analysis**. A - most significant gene network (score = 48). B - second most significant network (score = 42).

### Proliferation of S100A4 positive parenchymal cells following pneumonectomy

Analysis of transcriptomic patterns during post-pneumonectomy lung regeneration suggests an integral role for mesenchymal cells, in particular in the production of extracellular matrix as mentioned above. To further elucidate the role of mesenchymal cells, an immunohistochemical analysis of the regenerating parenchyma was performed using the fibroblast marker S100A4 (Fsp1) [22-24]. Mice were fed BrdU in drinking water between days 1-3 (measured on day 3) or on days 4-7 (measured on day 7) post-pneumonectomy or sham thoracotomy. To understand their role in alveologenesis, S100A4+ cells were enumerated specifically in the alveolar parenchyma (Figure 6), although proliferating S100A4+ cells were also seen in the perivascular, peribronchiolar, and pleural regions. After PNY, there was a significant (*P *< 0.05) increase in the percentage of total nucleated cells that were positive for S100A4, BrdU, or S100A4 in combination with BrdU (Figure 7). Significantly more S100A4+ or S100A4+/BrdU+ cells were observed after PNY (vs SHAM) on day 3 but not on day 7, although the percentage of BrdU+ cells was increased to similar levels by PNY on days 3 and 7. Therefore, it appears that S100A4+ cells proliferated only in the early period of lung regeneration (day 1-3). In contrast to S100A4, the myofibroblast marker αSMA was only detected in the perivascular and peribronchial regions, and these cells were not associated with BrdU uptake (Figure 8).

**Figure 6:**
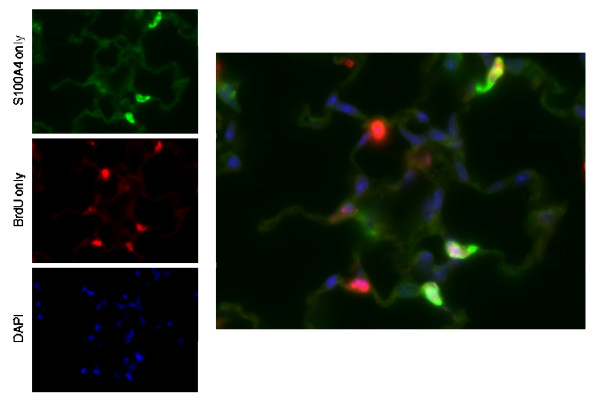
**Topography of S100A4/BrdU double positive alveolar cells**. Photomicrographs (630× magnification) of double positive staining cells, with S100A4 (green), BrdU (red) and nuclei (blue).

**Figure 7:**
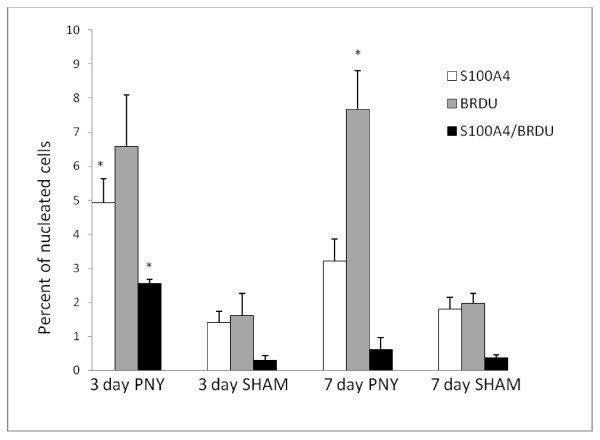
**Percentage of nucleated cells that stained positive for either S100A4, BrdU or double positive for S100A4 and BrdU**. Data are mean values ± SE. *P < 0.05 between PNY and SHAM for a given time point.

**Figure 8:**
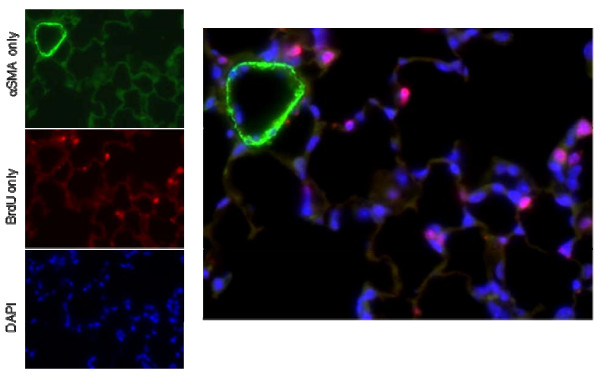
**Topography of αSMA positive cells 7 days after pneumonectomy**. Photomicrograph (400× magnification) with αSMA (green), BrdU (red) and nuclei (blue), illustrating αSMA staining around a vessel, but not in surrounding alveoli or associated with BrdU positive cells. Similar results were seen at 3 days after pneumonectomy and in sham-operated animals (results not shown).

## Discussion

The murine response to pneumonectomy represents a unique biological phenomenon among adult mammals. By understanding the molecular signaling that defines alveolar regeneration in this species, novel targets to promote lung regeneration in higher mammals may be revealed. Transcriptomic patterns and cell proliferation data during post-pneumonectomy lung regeneration suggest that mesenchymal cells appear to be critical for rebuilding the infrastructure of the lung in this setting. Their proliferation corresponds to an increase in expression of extracellular matrix structural genes and proteases that are essential for tissue remodeling. 

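All 17 measured basement membrane genes had a mean above 0 by their probe set with the highest level (another probe set of agrin, Agrn, had a fold change of -1.53) and none passed the rank product threshold or limma by it. The collagens Col4a1 (1.34) and Col4a2 (1.32), nidogen (Nid1, 1.30) and the laminin chain Lamb1 (1.24) had the largest fold changes. The list's medians were 0.34, -0.04, 0.33 and 0.34 at 6 hours and 1, 3 and 7 days. Of 21 measured matrix proteases 16 had a mean above 0 and none passed (Adamts2, which Table S1 holds, was not analysed here), with Adamts1 at 1.42, Adamts4 at 1.34 and the gelatinase Mmp2 at 1.31 (medians 0.15, 0.11, 0.12 and 0.24). Both lists shifted upward by camera (adjusted p = 1.24e-09 and 0.00321; 0.283 and 0.283 with an estimated correlation). With time point as a block limma passed 4 of the first and 2 of the second adjusted over the list alone, and none without it.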

While it may seem obvious that mesenchymal cells rebuild the post-pneumonectomy lung, the specific pattern of transcription and associated gene networks have not been systematically evaluated in this model. 

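Of 12 measured EGF family ligands and receptors none passed the rank product threshold (Areg, which Table S1 holds, was not analysed here); Hbegf had a mean difference of 0.49 ± 0.39, being higher by 0.94 at 1 day and 0.70 at 3 days, and Epgn of 0.34 ± 0.34 (medians of the list 0.08, -0.07, 0.20 and 0.03 at 6 hours and 1, 3 and 7 days). Among 19 YAP/TEAD target genes, which respond to stretch and to growth signals, Ccn1, Ccn2 and Birc5 rose, none fell and 16 did not pass, with Ankrd1 at a fold change of 1.45 (medians 0.15, 0.05, 0.07 and 0.03). The number that rose was 1 without the PNY array of 7 days, or the SHAM array of 1 day, and another probe set of Ankrd1 rose 1.52-fold. The hypoxia response list held Vegfa, a growth factor of endothelium, at 0.18 ± 0.12 and did not shift (18 genes, adjusted p = 0.675 by camera). The EGF family list did not shift either (adjusted p = 0.4). The YAP/TEAD targets shifted upward (adjusted p = 0.00218; 0.277 with an estimated correlation), but not without the PNY array of 6 hours (0.094) or both arrays of 6 hours (0.107). Adjusted over the list alone limma called Ankrd1 and Ccn2, and with time point as a block also Ccn1 and Birc5. Table S1 names all of these genes, so the counts and shift of the YAP/TEAD list are not independent evidence of direction. Of endothelial cell genes, 24 were measured and none passed (adjusted p = 0.881, but 0.0471 without the SHAM array of 6 hours), with Esm1 at a fold change of -1.47.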

Patterns of growth factor expression suggest that these cells influence the growth and migration of epithelial and endothelial cells in a paracrine fashion. Furthermore there is an increase in expression of "anti-inflammatory" cytokines which may be important in preventing an over-exuberant innate immune response, and for prevention of fibrosis. Which of these processes are specifically carried out by mesenchymal cells warrants further investigation. However, our initial analysis shows that S100A4+ fibroblast-like cells, but not αSMA+ myofibroblasts, are proliferating cells that contribute to the transcriptomic pattern observed here.

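Of 14 anti-inflammatory cytokines and receptors none rose or fell by the rank product threshold or by limma. The largest mean differences were those of Anxa1, a mediator of glucocorticoids (0.20 ± 0.09), the decoy receptor Il13ra2 (-0.17 ± 0.12), Il11 (-0.16 ± 0.29) and the hyaluronan-binding Tnfaip6 (0.16 ± 0.12). The medians of the list were -0.01, 0.02, 0.02 and -0.10 at 6 hours and 1, 3 and 7 days, with no shift by camera (adjusted p = 0.64).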

### Mesenchymal cell proliferation and immunomodulation during lung regeneration

The transcriptomic patterns suggest that mesenchymal cells are activated during lung regeneration, resulting in increased expression of common extracellular matrix components, in concert with transcriptional control of inflammatory and immunomodulatory pathways. The end result of this well orchestrated process is a non-fibrogenic form of 'wound healing'. The role of fibroblasts and myofibroblasts in alveolar regeneration was further investigated using immunohistochemical analysis of two markers, S100A4 and αSMA that have been previously associated with fibroblasts and myofibroblasts respectively [22-24]. This analysis confirmed that S100A4-positive fibroblastic cells proliferate in the lung parenchyma during lung regeneration (3 days), but are later down-regulated (7 days). Although S100A4 was not up-regulated at the transcriptional level during lung regeneration, this is consistent with regulation via post-transcriptional modulation as seen in other systems [25]. In contrast, αSMA staining was only associated with vessels and not proliferating parenchymal cells, suggesting that myofibroblasts are not highly active in the process of alveolar regeneration. These data suggest that while fibroblast proliferation is important during lung regeneration, subsequent down-regulation of fibroblast proliferation and minimization of myofibroblastic differentiation may be equally important to avoid parenchymal fibrosis.

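S100a4 had a fold change of -1.13 and differences of -0.18, -0.08, -0.11 and -0.34 at 6 hours and 1, 3 and 7 days (mean -0.18 ± 0.12), and did not pass the rank product threshold. In the exact permutation test (two-sided, 4 arrays against 4) its p was 0.543. That test takes the arrays as unpaired, while S100a4 was lower in PNY at all 4 time points. With time point as a block limma called no gene of the fibroblast list, which holds S100a4, adjusted over the list alone. A list of 20 genes of lung fibroblasts held none that passed and did not shift by camera (adjusted p = 0.84), with medians of 0.00, -0.06, -0.03 and -0.08. Its largest mean differences were those of decorin (Dcn, -0.21 ± 0.33), the methyltransferase Inmt (-0.20 ± 0.10), the glypican Gpc3 (0.19 ± 0.23) and the protease Fap (-0.19 ± 0.40).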

Persistent proliferation of S100A4-positive fibroblasts has been associated with fibrotic diseases such as murine bleomycin-induced fibrosis, in which S100A4-positive cell numbers peak at 2-3 weeks and are still above baseline at 4 weeks [23]. Therefore, it is crucial to better understand how fibroblast proliferation can participate in lung regeneration without myofibroblastic differentiation and/or subsequent fibrosis. 

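None of 19 measured TGF-beta signalling genes and none of 15 genes of type 2 cytokines and their signalling rose or fell by the rank product threshold or by limma. The ligand Tgfb2 had a mean difference of 0.22 ± 0.24, its binding protein Ltbp1 0.20 ± 0.14, the receptor Acvrl1 -0.17 ± 0.18 and the decoy receptor Bambi -0.16 ± 0.15. The epithelial cytokines Tslp, Il25 and Il33, which start type 2 responses, had -0.24 ± 0.17, -0.18 ± 0.15 and 0.17 ± 0.20. The medians at 6 hours and 1, 3 and 7 days were 0.12, -0.02, 0.04 and 0.01 for the TGF-beta genes and -0.18, -0.05, 0.13 and 0.03 for the type 2 genes. Neither list shifted by camera (adjusted p = 0.704 and 0.361).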

One possibility is that a combination of reduced Tgfβ signaling activity and reduced pro-inflammatory Th-2 cytokine production controls this response. For example, atrial natriuretic peptide (ANP, encoded by Nappa) is up-regulated during post-pneumonectomy lung regeneration, but down-regulated in OVA-induced asthma, a process associated with a fibrotic response [26]. 

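Nppa, which encodes the atrial natriuretic peptide, rose 1.71-fold over the 4 time points (mean difference 0.77 ± 0.98), with differences of 0.03 at 6 hours, 0.37 at 1 day and 0.47 at 3 days before that of 7 days. It did not pass without the PNY array of 1 day (0.58) or 3 days (0.64), the SHAM array of 7 days (0.28), or both arrays of 7 days (0.29), and the exact permutation test (two-sided, 4 arrays against 4) gave p = 0.229. Other muscle genes differed at 7 days too. The medians of 25 cardiomyocyte genes were 0.08, 0.00, -0.13 and 0.59 at 6 hours and 1, 3 and 7 days and those of 18 skeletal muscle genes -0.06, -0.20, -0.03 and 0.77. For the cardiomyocyte genes the SHAM array of 7 days was the lowest (mean level 6.84, other SHAM arrays 7.48 to 7.69), while the PNY array was no higher than at other times (7.48, others 7.56 to 7.67), and so it was for Nppa (SHAM 5.52, others 6.76 to 7.94; PNY 7.74, others 6.79 to 8.31). For the skeletal muscle genes the PNY array of 7 days was the highest. At 7 days titin (Ttn) and the sarcoplasmic protein Srl were higher by 1.30 and 1.00, and the fast muscle genes Tnnt3 and Tnnc2 by 2.22 and 2.68. The cardiomyocyte list shifted upward by camera (adjusted p = 0.0036; 0.703 with an estimated correlation), but not without the PNY array of 1 day (0.102), the SHAM array of 7 days (0.226) or both arrays of 7 days (0.592). The skeletal muscle list did not (adjusted p = 0.413), except without the SHAM array of 1 day (0.0194, upward), or both arrays of 1 day (0.00691, upward) or 7 days (0.00151, downward). By the probe sets with the highest level Nppa was the only cardiomyocyte gene to rise (another probe set of Ankrd1 rose 1.52-fold), and the number was 0 without the PNY array of 1 day or 3 days, the SHAM array of 7 days, or both arrays of 7 days, 2 without the PNY array of 6 hours, the SHAM array of 6 hours, 1 day or 3 days, or both arrays of 1 day, 3 without both arrays of 6 hours, while adjusted over the list alone limma called Ankrd1 and Srl and none over all probe sets.

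**Figure D4:**
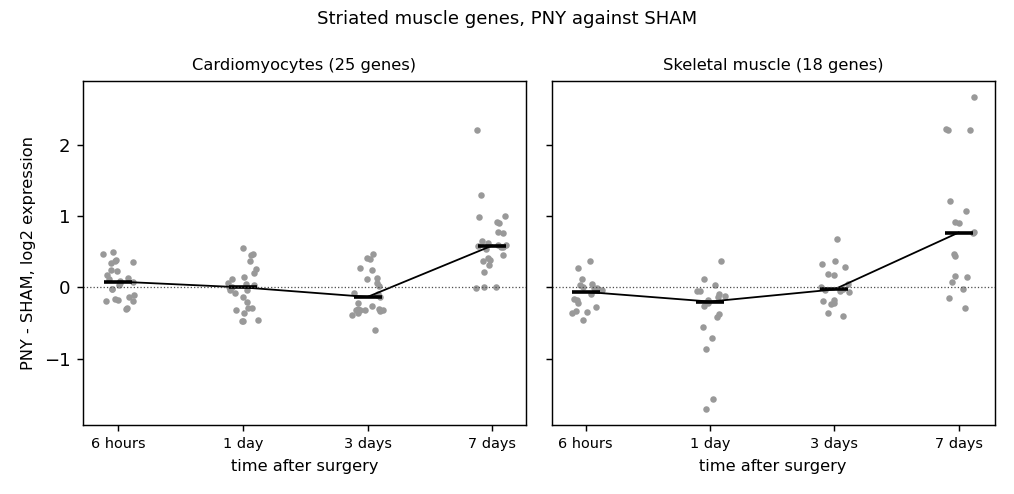
Difference in log2 expression (PNY minus SHAM) of the genes of the muscle lists at each time point after surgery, with 1 grey point per gene and black points for the medians. At 7 days the medians are 0.59 for the cardiomyocyte genes and 0.77 for the skeletal muscle genes.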

ANP is anti-fibrotic, and acts through inhibition of Tgfβ-induced fibroblast transformation [27]. The combined effects of different growth factors can also modulate the actions of Tgfβ on cell proliferation and collagen production in fibroblast trans-differentiation. For example, Tgfβ generally induces myofibroblast differentiation, with concurrent increased production of αSMA and type I and III collagen [28]. However, the presence of either Egf or Igf can influence fibroblasts to undergo cell proliferation and DNA synthesis (Igf), or differentiation and αSMA production (Egf) [28]. The actions of Igf1 depend largely on its binding to extracellular proteins such as Igfbp2 and Igfbp3 [29-31]. While Igf1 and Igfbp2 are up-regulated during lung regeneration, Igfbp3 is down-regulated. 

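The difference of Igf1 was 0.18 at 6 hours and 0.84 at 7 days, its level in PNY reaching 9.43 against 8.59 in SHAM. Igfbp2 was higher by 0.06 at 6 hours, 0.66 at 3 days and 0.80 at 7 days (mean 0.55 ± 0.33). Igfbp3 was at 0.03 at 6 hours and then at -0.88 at 3 days and -1.02 at 7 days. Of 18 measured IGF pathway genes Igf1, Pappa2, Ccn1 and Ccn2 rose, Igfbp3 fell and 13 did not pass, with medians of 0.18, 0.08, 0.19 and 0.17 at 6 hours and 1, 3 and 7 days. No gene of the list passed limma over all probe sets or adjusted over the list alone; with time point as a block 5 higher and 1 lower passed adjusted over the list alone. The list holds genes that Table S1 names, so its count is not independent evidence of direction. The list shifted upward by camera (adjusted p = 0.0144; 0.283 with an estimated correlation), but not without the PNY array of 6 hours (0.217), the SHAM array of 3 days (0.104) or both arrays of 6 hours (0.2), nor among genes above the median level (0.0844). The 4 genes that rose became 2 without the PNY array of 3 days or the SHAM array of 6 hours or 1 day, and 1 without the PNY array of 7 days.

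**Figure D5:**
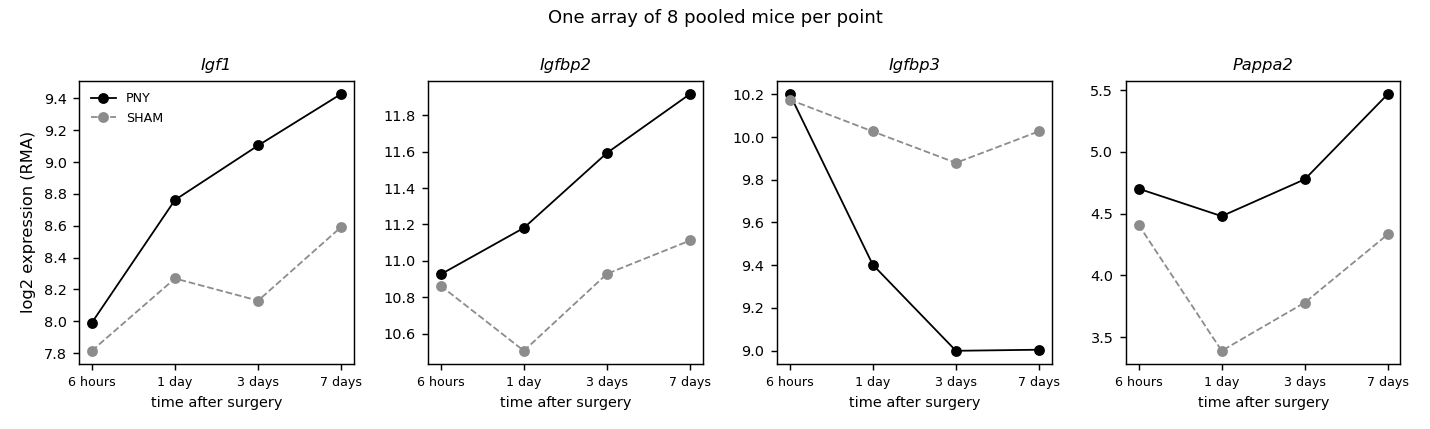
Log2 expression of genes of the IGF pathway in PNY and SHAM at each time point after surgery, 1 array of 8 pooled mice per point. Igf1 lies at 9.43 in PNY and 8.59 in SHAM at 7 days.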

Increased Igfbp3 expression is associated with emphysema [32] and senescent fibroblasts, where it results in Igf1 sequestration and reduced cell proliferation [33,34]. Conversely, Igfbp2 binds to extracellular matrix or fibroblasts in the presence of Igf1 or Igf2 and increases their local bioavailability [35,36]. Since Igf1 signaling is highly invoked during post-pneumonectomy lung regeneration, the actions of Igf1 might contribute to a proliferative rather than fibrotic fibroblast phenotype.

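The chemokine genes that stood below SHAM at 6 hours had other values later. At 1 day, 3 days and 7 days the differences were 0.61, 0.80 and 0.45 for Cxcl10, 0.01, 0.63 and -0.24 for Cxcl1, 0.36 at 1 day and 0.51 at 7 days for Il6, and -0.51, 0.47 and -0.51 for Cxcl2. The medians of the inflammatory cytokines and chemokines were 0.12 at 1 day and 0.19 at 3 days. Neutrophil genes, 14 in all, had medians of 0.17 at 6 hours, 0.19 at 1 day and 0.08 at 3 days, and 15 genes of monocytes and interstitial macrophages 0.02, 0.00, -0.04 and -0.36 over the 4 time points (adjusted p = 0.0769 by camera, 0.0236 with time point as a block and 0.703 with an estimated correlation). The monocyte list shifted without the PNY array of 3 days (0.00192, downward), the SHAM array of 6 hours (0.00557, downward) or 1 day (0.0161, downward), or both arrays of 1 day (0.0159, downward). The T cell genes Cd5 and Icos differed by 1.37 and -0.01 at 1 day, and lay at 0.14 and -0.47 at 6 hours and at -0.19 and -0.79 at 7 days. The difference between early and late time points was tested gene by gene with limma, which called none of 45037 probe sets (1246 at an unadjusted p under 0.05; with time point as a block none, with 2489) but 14 without the PNY array of 6 hours.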

Although fibroblast proliferation is a common feature of lung regeneration and pulmonary fibrotic diseases, the early (6 hour and 1 day) down-regulation of cytokines and chemokines involved in inflammatory cell migration (Figure 2B), and up-regulation of genes involved in T cell development and function (Figure 3B) is unique to lung regeneration. Arginase 1 (Arg1) expressed by Th2-induced fibroproliferative M2 macrophages [37] is also up-regulated during OVA-induced asthma [26], but down-regulated during post-pneumonectomy lung regeneration. These data suggest an important role for reduced inflammatory response, immunomodulation, and M1 rather than M2 macrophages in successful lung repair/regeneration. These patterns may represent important mechanisms for balancing cell proliferation and extracellular matrix remodeling without incurring fibrotic scarring resulting from the action of exuberant pro-inflammatory cascades. In contrast to the early anti-inflammatory transcriptomic pattern observed during lung regeneration in this study, another recent study describes up-regulation of select inflammatory cytokines (Hmgb1 and INF-y) during post-pneumonectomy lung regeneration, although most cytokines studied were unaffected by the procedure [38].

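The macrophage genes Cd5l and Alox15 had mean differences of -0.82 ± 1.14 and -0.96 ± 0.98, and did not pass without the PNY array of 6 hours (-0.48), the SHAM array of 7 days (-0.38), or both arrays of 7 days (-0.27) for Cd5l and the SHAM array of 7 days (-0.48), or both arrays of 7 days (-0.47) for Alox15. In the exact permutation test (two-sided, 4 arrays against 4) p was 0.286 for Cd5l and 0.0571 for Alox15. The SHAM array of 7 days had an Alox15 level of 8.03, above the 6.00 to 6.32 of the other SHAM arrays. Among genes of alternatively activated macrophages Retnla, Rnase2a and the chitinase-like Chil4 (1.91-fold) rose and Alox15 fell, and the list of 18 genes had medians of 0.04, -0.01, 0.16 and -0.05 at 6 hours and 1, 3 and 7 days. Without the PNY array of 3 days or both arrays of 3 days none rose, and Chil4 did not pass without the PNY array of 3 days (0.26), or both arrays of 3 days (0.32) or 7 days (0.87). Of 16 genes of classically activated macrophages none passed, with medians of -0.43, 0.08, 0.07 and -0.12 and Il12a, Cd80 and Tnf at mean differences of -0.34 ± 0.14, -0.30 ± 0.27 and 0.19 ± 0.12. Neither list shifted by camera (adjusted p = 0.563 and 0.194), except the second without the PNY array of 3 days (0.0108, downward), the SHAM array of 1 day (0.0147, downward), or both arrays of 1 day (0.0381, downward) or 3 days (0.0179, downward).

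**Figure D6:**
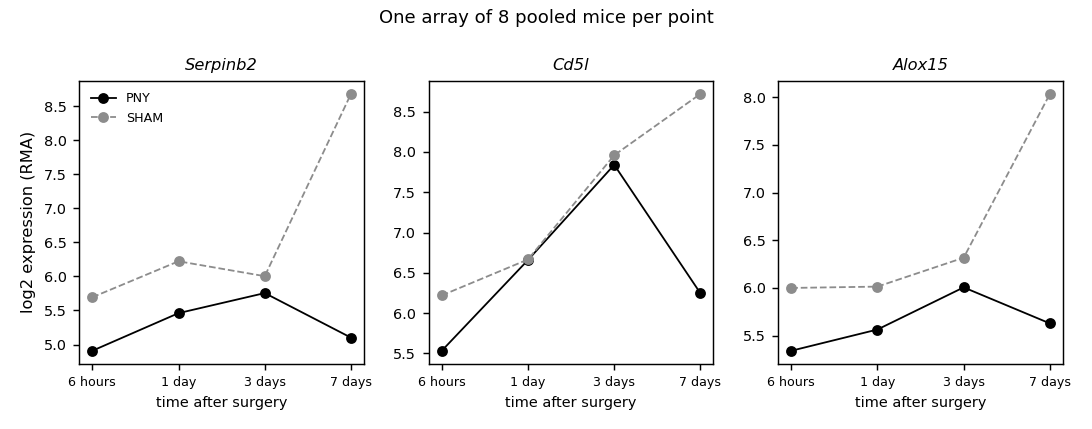
Log2 expression of Serpinb2, Cd5l and Alox15 in PNY and SHAM at each time point after surgery, 1 array of 8 pooled mice per point. At 7 days the SHAM array lies above the PNY array for all of them, by 8.03 against 5.63 for Alox15.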

### Does adult alveolar regeneration recapitulate lung alveolar development?

Both the observed transcriptomic patterns and the results of the immunohistochemical analysis suggest that adult alveolar regeneration is not identical to lung alveolar development. Myofibroblasts have been previously described as essential effector cells in post-natal secondary septation and alveolarization, with characteristic α-SMA synthesis and localization to developing alveolar septa [39,40]. In contrast, little αSMA expression is present in the parenchyma during post-pneumonectomy lung regeneration, and immunohistochemical localization of αSMA suggests that activated myofibroblasts are absent from alveolar structures. Igf signaling and mRNA expression patterns are up-regulated during alveolar development [41,42], a trend which is also apparent in lung regeneration transcriptomic patterns. However, other common signaling pathways such as Fgf [43-45], Pdgf signaling [46] and HoxA5 [47] have been implicated in alveolar development, but are not significantly present in transcriptomic patterns during lung regeneration. These differences could represent alterations between the ontogeny of alveolar development and post-pneumonectomy lung regeneration, or may reflect the broad experimental design of our study, which may have reduced our ability to detect subtle and/or temporally restricted changes.

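Of 21 measured genes of the FGF and PDGF pathways none passed the rank product threshold. The FGF inhibitor Spry4 had a mean difference of 0.50 ± 0.24, Fgf18 0.27 ± 0.26 (higher by 0.66 at 6 hours), Fgf2 0.24 ± 0.22 and Pdgfb 0.23 ± 0.09. Hoxa5 did not pass either, with differences of 0.04, -0.03, -0.16 and -0.01 at 6 hours and 1, 3 and 7 days. Among 24 regulators of alveolar development none passed, and Wnt5a, Efnb2, Tbx5 and Aldh1a2 had the largest mean differences (0.33 ± 0.29, -0.20 ± 0.08, -0.19 ± 0.20 and 0.19 ± 0.21). The medians were 0.15, -0.03, 0.06 and 0.11 for the FGF and PDGF genes and 0.05, 0.00, -0.02 and -0.10 for the development genes, with no shift by camera (adjusted p = 0.334 and 0.627), except the second without the SHAM array of 6 hours (0.0157, downward). With time point as a block limma called Spry4 adjusted over the list alone, and none over all probe sets.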

## Conclusion

Analysis of transcriptomic patterns at four time points during post-pneumonectomy lung regeneration reveals significant insight into the regeneration of normal lung tissue after partial pneumonectomy. By including both time-independent and time-dependent analyzes, the data provides insight into important checks and balances that are activated to facilitate growth of functional lung tissue without fibrogenesis. Analysis of the data set using IPA revealed two themes that are important in the process of lung regeneration. The first is the transcriptomic patterns consistent with activation of mesenchymal cells, and the second is transcriptomic patterns consistent with anti-inflammatory immunomodulatory activity. The presence of proliferating mesenchymal cells in the alveolar parenchyma was also demonstrated immunohistochemically. Although proliferating S100A4+ cells (fibroblasts) have been previously associated with fibrotic scarring, this data demonstrates that S100A4+ cells can actively participate in non-fibrogenic tissue regeneration in the lung [48]. In lung regeneration, it may be the influence of immune modulation and modulation of the inflammatory response that is responsible for balancing cell proliferation and extracellular re-modeling against fibrosis.

Taken together with previous reports examining the mechanism of lung regeneration, we can speculate that from the initial stimulus of increased mechanical stress and hypoxia [2], post-pneumonectomy lung regeneration occurs through a combination of early immediate gene expression [9,10], up-regulation of genes important in cell cycle regulation and cell proliferation, and the careful orchestration of fibroblast proliferation, extracellular matrix deposition and immunomodulation to prevent excessive fibrosis. Our study provides a unique description of transcriptomic patterns and mesenchymal cell proliferation during post-pneumonectomy lung regeneration in the adult mouse. However, better understanding of biologically important mechanisms using transgenic models, lineage tagging, and transplant models will be important to further understand the process of lung regeneration.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

JAP participated in the design of the study, carried out the RNA preparation, PCR, immunohistochemistry, data analysis and manuscript preparation. CDP and LKI performed the statistical analyzes. MRM participated in the study design and immunohistochemistry. EPI participated in study design, data review and manuscript review. AMH conceived of the study, participated in the study design and in drafting the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Table S1 - Transcripts with significant (*P *< 0.001) differential expression (PNY vs SHAM) during lung regeneration (time-independent analysis)**. This table provides a categorized list of all transcripts showing differential expression (PNY vs SHAM) by microarray as identified through time-independent analysis. 

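The copy of Table S1 used here lists 155 of the genes with their fold changes, 129 higher and 26 lower in PNY. By its categories, 42 genes of cell cycle and cell division and 11 of DNA synthesis and repair are all higher; of 26 genes of cell proliferation 18 are higher and 8 lower, and of 19 genes of inflammatory, fibrotic and immune responses 13 are higher and 6 lower. Of the 155 genes 147 have a probe set with that gene symbol alone, and 143 of these had the sign given in the table. The median distance from the table was 0.03 on the log2 scale, and 117 genes lay within 0.2. The table's fold changes were made by the authors from the same 8 arrays, so they are not an independent measurement.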

Click here for file

# Supplementary material for: Global gene expression patterns in the post-pneumonectomy lung of adult mice
**Source:** Respir Res. 2009 Oct 5;10(1):92. doi: 10.1186/1465-9921-10-92
**Supplement:** Additional file 1 — Table S1 - Transcripts with significant (P < 0.001) differential expression (PNY vs SHAM) during lung regeneration (time-independent analysis). This table provides a categorized list of all transcripts showing differential expression (PNY vs SHAM) by microarray as identified through time-independent analysis.

Table S1 – Transcripts with significant (*P* < 0.001) differential expression (PNY vs SHAM) during lung regeneration (time-independent analysis)

| **Gene** | **FC** | **Description** |
| --- | --- | --- |
| *Cell cycle/cell division*  Aspm  Ect2  Esco2  Ccnb1-rs1  Cep55  Nuf2  Birc5  Cenpf  Prc1  Cdc20  Ccne2  Ccnb2  Cdca8  Ube2c  Mki67  Tpx2  Nusap1  Ncapg  Ccna2  Spbc25  Cenpi  Cenpp  Aurka  Spag5  Stil  Racgap1  Kif20a  Shcbp1  Chek1  Cdca5  Cdca2  Ncapd2  Cdca3  Plk1  Cks1b  Cks2  Sgol2  Spbc24  Cenpk  Cenpa  Zwilch  Kntc1 | 2.4  2.1  2.1  2.0  2.0  2.0  2.0  1.9  1.9  1.9  1.9  1.9  1.9  1.8  1.8  1.8  1.8  1.8  1.8  1.8  1.7  1.7  1.7  1.7  1.7  1.7  1.6  1.6  1.6  1.6  1.6  1.6  1.5  1.5  1.5  1.5  1.5  1.5  1.5  1.5  1.5  1.5 | Asp(abnormal spindle)-like, microcephaly associated)  Ect2 oncogene  Establishment of cohesion 1 homolog 2 (S.cerevisiae)  cyclin B1, related sequence 1  Centrosomal protein 55  NUF2, NDC80 kintochore complex component  Baculoviral IAP repeat-containing 5  Centromere protein 2  Protein regulator of cytokinesis 1  Cell division cycle 20 homolog (S.cerevisiae)  cyclin E2  Cyclin B2  Cell division cycle associated 8  Ubiquitin-conjugating enzyme E2C  Antigen identified by monoclonal antibody Ki67  Tpx2, microtubule-associated protein homolog  nuclear and spindle associated protein 1  Non-SMC condensing 1 complex, subunit G  Cyclin A2  Spindle pole body component 25 homolog (S.cerevisiae)  Centromere protein 1  Centromere protein P  Aurora kinase A  Sperm associated antigen 5  Scl/Tal1 interrupting locus  Rac GTPase-activating protein 1  Kinesin family member 20A  Shc SH2-domain binding protein 1  Checkpoint kinase 1 homolog (S.pombe)  Cell division cycle associated 5  Cell division cycle associated 2  Non-SMC condensing 1 complex, subunit D2  Cell division cycle associated 3  Polo-like kinase 1 (Drosophila)  CDC28 protein kinase 1b  CDC28 protein kinase regulatory subunit 2  Shugoshin-like 2 (S.pombe)  Spindle pole body component 24 homolog (S.cerevisiae)  Centromere protein K  Centromere protein A  Zwilch, kinetochore associated, homolog (Drosophila)  Kinetochore associated 1 |
| *DNA synthesis and repair*  Top2a  Rrm2  Exo1  Rad51ap1  Tk1  Dtl  Rad51  Smc2  Brca1  Rfc4  Uhrf1 | 1.9  1.8  1.7  1.7  1.6  1.6  1.6  1.6  1.5  1.5  1.5 | Topoisomerase (DNA) II alpha  Ribonucleotide reductase M2  Exonuclease 1  RAD51 associated protein 1  Thymidine kinase 1  Denticleless homolog (Drosophila)  RAD51 homolog (S.cervisiae)  Structural maintenance of chromosomes 2  Breast cancer 1  Replication factor C (activator 1) 4  Ubiquitin-like, containing PHD and RING finger domains, 1 |
| *Cell proliferation*  Pappa2  Areg  Iqgap3  S100a14  Psat1  Fignl1  Hells  Foxm1  Wisp1  Cyr61  Ncapg2  Tnfrsf12a  Igf1  Ctgf  Ankrd1  Ifgbp2  Clec11a/SCGF  Hbegf  Edg8  Esm1  Chrdl1  Dbp  Bach1  Klf15  Igfbp3  Serpinb2/PAI-2 | 1.8  1.8  1.7  1.7  1.7  1.6  1.6  1.6  1.6  1.6  1.5  1.5  1.5  1.5  1.5  1.5  1.5  1.5  -1.5  -1.5  -1.5  -1.5  -1.5  -1.5  -1.6  -2.5 | Pappalysin 2 - cleaves Igfbps  Amphiregulin  IQ motif containing GTPase activating protein 3  S100 calcium binding protein A14  Phosphoserine aminotransferase 1  Fidgetin-like 1  Helicase, lymphoid specific  Forkhead box M1  WNT1 inducible signaling pathway protein 1  Cysteine rich protein 61  Non-SMC condensin II complex, subunit G2  Tumor necrosis factor receptor superfamily, member 12a  Insulin-like growth factor 1  Connective tissue growth factor  Ankyrin repeat domain 1 (cardiac muscle)  Insulin-like growth factor binding protein 2  C-type lectin domain family 11, member a/stem cell growth factor  Heparin-binding EGF-like growth factor  Endothelial differentiation, sphingolipid Gprotein-coupled receptor, 8  Endothelial cell-specific molecule 1  Chordin-like 1  D site albumin promoter binding protein  BTB and CNC homology 1  Kruppel-like factor 15  Insulin-like growth factor binding protein 3  Serine (or cysteine) peptidase inhibitor, cladeB, member 2 |
| *Extracellular matrix*  Tnc  Chi3l4  Fbn1  Adamts9  Eln  Mest  Adamts2  Col3A1  Cilp  Vcan  Col5a2  Agrin  Prg4 | 2.2  1.9  1.8  1.6  1.6  1.6  1.6  1.5  1.5  1.5  1.5  -1.5  -1.7 | Tenescin C  Chitinase 3-like 4/Ym2  Fibrillin 1  ADAM, thrombospondin type 1, motif 9  Elastin  Mesoderm specific transcript  ADAM, tps type 1, motif 2  Procollagen, type III, alpha 1  Cartilage intermediate layer protein  Versican  Procollagen, type V, alpha 2  Agrin  Proteoglycan 4 (megakaryocyte stimulating factor) |
| *Cytoskeleton*  Kif11  Kif22  Myl1  Actg2  Kif23  Mphosph1  Cttnbp2  Ckap2  Eml4  Fbox32 | 1.9  1.7  1.6  1.6  1.5  1.5  1.5  1.5  1.5  -1.5 | Kinesin family member 11  Kinesin family member 22  Myosin, light polypeptide 1  Actin, gamma 2, smooth muscle, enteric  Kinesin family member 23  M-phase phosphoprotein 1  Contactin binding protein 2  Cytoskeleton associated protein 2  Echinoderm microtubule associated protein like 4  F-box protein 32 |
| *Inflammatory/*  *fibrotic and immune response*  Clca3  Reg3g  Ear11  Retnla  Slc26a4  Nappa  Agr2  Thbs1  Egr3  Igh-6  Ptx3  Tff2  Orm1  Ramp2  Nr1d1  Arg1  CD5l  Zbtb16  Alox15 | 6.5  2.6  1.8  1.7  1.7  1.7  1.6  1.5  1.5  1.5  1.5  1.5  1.5  -1.5  -1.6  -1.6  -1.7  -1.7  -1.7 | Chloride channel calcium activated 3  Regenerating islet-derived 3  Eosinophil-associated, ribonuclease A, member 11  Resistin like alpha/FIZZ1  Solute carrier family 26, member 4  Natriuretic peptide precursor type A (ANP)  Anterior gradient 2 (Xenopus laevis)  Thrombospondin 1  Early growth response 3  Immunoglobulin heavy chain 6 (heavy chain of IgM)  Pentraxin related gene  Trefoil factor 2 (spasmolytic protein 1)  Orosomucoid 1  Receptor (calcitonin) activity modifying protein 2  Nuclear receptor subfamily 1, group D, member 1  Arginase1, liver  CD5 antigen-like  Zinc finger and BTB domain containing 16  Arachidonate 15-lipoxygenase |
| *Protein phosphorylation*  Pbk  Ttk  Cdkn3  Ube2t  Dusp8  Melk  Bub1  Cdkl4 | 2.2  2.1  1.9  1.7  1.7  1.6  1.5  -1.5 | PDZ binding kinase  Ttk protein kinase  Cyclin-dependent kinase inhibitor 3  Ubiquitin-conjugating enzyme E2T (putative)  Dual specificity phosphatase 8  Maternal embryonic leucine zipper kinase  Budding uninhibited by benzimidazoles 1 homolog  Cyclin-dependent kinase-like 4 |
| *Misc*  Depdc1a  C79407  Hmmr  Dio2  Syn2  Trip13  D2Ertd750e  Ppil5  Car3  Cyp51  Slitrk6  Tcf19  Phex  Srl  Sprr1a  Trim59  Pla1a  Trps1  Rsad2  Galntl2  Samd12  Fnip1  Klhl24  Snca  Alas2  Hba-a1 | 2.3  2.0  1.8  1.8  1.7  1.7  1.7  1.6  1.6  1.5  1.5  1.5  1.5  1.5  1.5  1.5  1.5  1.5  -1.5  -1.5  -1.5  -1.5  -1.6  -1.6  -1.9  -1.9 | DEP domain containing 1a  Expressed sequence C79407  Hyaluronan mediated motility receptor (RHAMM)  Deiodinase, iodothyronine, type II  Synapsin II  Thyroid hormone receptor interactor 13  DNA segment, Chr 2, ERATO Dio 750, expressed  Peptidylprolyl isomerase (cyclophilin) like 5  Carbonic anhydrase 3  Cytochrome P450, family 51  SLIT and NTRK-like family, member 6  Transcription factor 19  Phosphate regulating gene with homology to endopeptidases on X Sarcalumenin  Small proline-rich protein 1A  Tripartite motif-containing 59  Phospholipase A1 member A  Trichorhinophalangeal syndrome I  Radical S-adenosyl methionine domain containing 2  UDP-N-acetyl-alpha-D-galactosamine  Sterile alpha motif domain containing 12  Folliculin interacting protein 1  Kelch-like 24 (Drosophila)  Synuclein, alpha  Aminolevulinic acid synthase 2, erythroid  Hemoglobin alpha, adult chain 1 |

How the deposited data were processed for this re-analysis (not part of the article)

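The data are log2 expression values from 8 Affymetrix mouse arrays of mouse lung, 4 after pneumonectomy (PNY) and 4 after sham surgery (SHAM), with 1 array per group at 6 hours and 1, 3 and 7 days and RNA of 8 mice pooled on each. The authors made the log2 values from the scanned arrays with RMA in BioConductor (the version is not stated), by background correction, quantile normalization over the arrays and summarization to 1 value per probe set. The log base is not written with the values; their range over the arrays, from a lowest value of 2.00 to 2.06 upward, was checked and is that of log2 RMA values. The array medians lie between 5.90 and 5.95, the lower quartiles between 4.02 and 4.18 and the upper quartiles between 8.04 and 8.18, so the arrays have like distributions. Probe-level values were not used here, so the S-scores of the time-dependent comparison were not computed.

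Of 45101 probe sets the 64 control probe sets were left out, and no filter was set on the other 45037. By the array annotation 34945 probe sets carry 1 gene symbol, 932 several and 9160 none; genes are named only from the first, and 34741 of these were found in the mouse RefSeq gene table, which changed no symbol. The median level over all probe sets is 5.92, and 22518 lie above it. Every gene of the 18193 is represented by its probe set with the highest mean over the 8 arrays, and for the genes named in the text other probe sets are given where they differ in direction by more than a fold change of 1.5.

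The comparison of PNY with SHAM over all time points took the 4 time points as replicates, as the paper did. Rank products were computed over the 16 array pairs of PNY and SHAM, with P-values from 1000 permutations (100 for the alternatives), and the thresholds of the paper (a P-value under 0.001 and a fold change of at least 1.5 either way). The RankProd package was not at hand, so the statistic was coded in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3; figures were drawn with matplotlib 3.10.9. The same comparison was made with limma 3.58.1 in R 4.3.3, with an adjusted p (Benjamini-Hochberg) under 0.05 as the threshold, and so was the difference between the later time points (3 and 7 days) and the earlier ones (6 hours and 1 day). For single genes an exact permutation test (two-sided) over the 70 splits of the 8 arrays was used, whose smallest p is 0.029. It takes the arrays as unpaired. At a single time point, differences and counts of probe sets past a fold change of 1.5 are given with no test, since there is 1 array per group. All p-values rest on these pooled samples taken at different times, and none measures the spread between mice.

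For shifts of gene groups, 54 lists of cell types and pathways with 989 entries (64 of them with no probe set of a single symbol) were tested with camera, with a preset inter-gene correlation of 0.01 and adjustment over the lists. They were written from general knowledge of lung cells and pathways and with the paper and Table S1 already read, so several hold genes that the paper reports. At each time point a list's median was set against 10000 random lists of the same size, matched on level in 50 bins, over 216 such comparisons. Another 4 marker lists, of thymic stroma, precursor B cells, mature recirculating T cells and pleural cavity macrophages, were added later and used only to weigh explanations. The genes named in the text were chosen by a rule: every gene the paper names; the 10 with the largest mean rise and fall among genes past the rank product threshold that differ the same way at all 4 time points and lie above the median level (50 such genes rose and 7 fell); at each time point the 5 furthest above and below SHAM; and for each list the 4 members with the largest mean difference. The results of some items that the rule takes in are not reported here. The comparisons, lists, rule and the alternatives below were written before the data were examined.

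The deviations of PNY and SHAM arrays from their group means correlate over probe sets within a time point. The r was 0.756 at 6 hours, 0.472 at 1 day, 0.424 at 3 days and 0.448 at 7 days. It was about as high for PNY of 3 days with SHAM of 7 days (0.440) and PNY of 7 days with SHAM of 3 days (0.410). The other pairs across time points lay between -0.653 and 0.125. The PNY array of 1 day lay nearer to SHAM of 7 days (SD of the difference 0.2686) than to SHAM of 1 day (0.2783). Time point thus pairs the samples only in part. It was therefore also used as a block, in limma, in camera and by ranking only the 4 pairs of the same time point. The other alternatives were centring each array on its median, quantile normalization once more, a filter at the median level, leaving out each array and each time point, a percentage of false positives under 0.05 or no minimum fold change for the rank products, a trended and robust variance prior for limma, an estimated correlation, fry, or the mean of a gene's probe sets for the lists, and a fold change of 2 at single time points. The methods were tested on simulated data of 45037 probe sets with 100 changed at each size. The rank products found 100.0% of those changed by 1 on the log2 scale and 98.0% of those changed by 0.785. They also called 132 unchanged ones. In the real data they called 167 probe sets, so these calls may include many unchanged probe sets. The shares found were not split by level, so they do not speak for dim probe sets. By limma 78.0% and 97.0% of those changed by 1 and 2 were found, and 2 unchanged ones were called. With the block limma found 86.0% and 98.0% and called 8.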

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

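The late against early tests of the gene lists, the tests of cardiac and smooth muscle, of macrophages of every kind and of mesothelium, and the comparison among splits that part every time point were chosen after the result was seen, and so were the bounds for picking the thymocyte and skeletal muscle lists (on the size of the median, its place among random lists and the levels of every SHAM array). The bounds of the Nppa test and the smooth muscle test were narrowed after both had first come out against the explanation, because a higher level in the lung itself makes the fold of any added tissue smaller, and the mesothelium test was first run on 8 genes, without Prg4 and Wt1, then on the whole list of 10, which ended its verdict against mesothelium; a separate test of mesothelium as the whole cause was added with these values known. Levels of different probe sets do not compare amounts of transcript, so the narrowed bound of the smooth muscle test is not used below. The other tests of explanations were set before their values were seen, though 2 of the mature T cell markers and 1 of the pleural macrophage markers are also in lists tested earlier.

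A first pattern is the PNY array of 1 day, where the thymocyte genes had a mean level of 7.76 (5.98 to 6.25 on the other PNY arrays and 6.09 to 6.34 in SHAM) and a median difference of 1.26, and where Satb1 (9.71, others 7.66 to 7.84) and the Igkv15 gene (8.67, others 5.21 to 5.53) stood far from the other PNY arrays. More mature recirculating T cells are argued against, for the 11 markers measured, by their median difference of 0.057 (highest level Klf2, 11.77 against 11.65). Over the 6 markers whose probe sets read no higher than the T cell genes it was 0.07 ± 0.15 (standard error). Levels of different probe sets do not compare amounts of transcript, so these 6 are not used for the argument. Precursor B cells are argued against by -0.18 over 3 markers (highest level Vpreb3, 8.21 against 8.39). Thymus tissue in the pooled tissue is a candidate explanation, since the median of 7 thymic stroma markers lay above 97.7% of random lists, with Prss16 higher by 2.69 and Psmb11 by 1.43, although Foxn1 differed by -0.04 and the most abundant, Dll4, which is the only marker above the median level in SHAM, by -0.58. None of these 7 markers is in another list, against 2 of the 11 mature T cell markers. An entry of thymocytes into the lung at 1 day after pneumonectomy stays open as well and was not tested, as there is 1 pool.

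A second pattern is muscle at 7 days, where the skeletal muscle genes, which the paper does not discuss, had a mean level of 5.90 in PNY (5.17 to 5.22 on the other PNY arrays and 5.02 to 5.54 in SHAM) and a median difference of 0.77, and Acta1 stood at 8.17 (others 5.90 to 6.17). For the 25 cardiomyocyte genes the SHAM array was the lowest (mean level 6.84, other SHAM arrays 7.48 to 7.69; PNY 7.48, others 7.56 to 7.67), so less cardiac muscle in the SHAM pool than in the PNY pool may account for the difference apart from Nppa, whose median over 24 genes lay above 100.0% of random lists (most abundant Actc1, 11.16 against 10.60; 19 lie above the median level in SHAM and 2 are in another list). Whether it is also the whole cause of the Nppa difference cannot be told apart from a change of Nppa itself. Nppa lay 5.02 SD above the mean of the other genes (0.56 ± 0.33), again with the SHAM array lowest (5.52, others 6.76 to 7.94). Nppa thus differed by more than these genes did. This rests on 1 gene and 1 array per group. How much of each transcript comes from lung and how much from heart was not measured, so the test does not decide it. Smooth muscle as the source of the difference at 7 days is not decided by its test either. How much of its transcripts comes from the lung itself was not measured, and a higher amount there makes the fold of added tissue smaller. The genes of the smooth muscle list stood about as far above SHAM at 7 days as at the other time points. Their median difference minus that of the cardiomyocyte list was -0.40 (standard error 0.11). Their own median was 0.19 at 7 days, against 0.19, 0.17 and 0.25 at 6 hours, 1 day and 3 days. These values too come from 1 array per group at each time point. A response of muscle genes in the lung itself stays open and was not tested.

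The last pattern is the lower level of Serpinb2, Cd5l and Alox15 in PNY at 7 days, where the SHAM array rather than the PNY array stood apart for Alox15 (8.03, other SHAM arrays 6.00 to 6.32). Fewer macrophages of every kind are argued against, for the alveolar macrophage genes, by the median difference of -0.055 over 16 of them (most abundant Chil3, 13.17 against 13.13). Of these 16 genes 15 lie above the median level in SHAM and 5 are in another list. The 15 genes of monocytes and interstitial macrophages had a median of -0.361 at 7 days, with 13 lower and 2 higher. Fewer macrophages of that kind thus stay open and were not tested. Less mesothelium in the PNY pool than in the SHAM pool, as the whole cause, is argued against: the median over its 10 genes lies 2.93 SD of its members above the smallest of the falls of Serpinb2, Cd5l and Alox15 (-3.58, -2.47 and -2.41). A smaller loss of mesothelium, as part of the cause, cannot be told apart, since that median was -0.355 (SD 0.70; most abundant Krt19, 11.09 against 11.14), with Prg4 and Wt1 furthest down (-2.38 and -0.96; median without them -0.34, standard error 0.07). Fewer pleural cavity macrophages in the PNY pool, or more in the SHAM pool, could explain part of it: the median of 8 of their markers lay above only 0.2% of random lists, with Timd4, Selp and Vsig4 at -0.80, -0.70 and -0.64, but at -0.25 (SD 0.36) it too is far smaller than these falls, the most abundant, Icam2, differed by 0.06, 4 of the 8 lie above the median level in SHAM and 1 is in another list. A response of macrophages to pneumonectomy stays open and was not tested.

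Other readings lay far from the other 3 arrays of their group, in 16 of 274 groups checked (83 genes and 54 lists), where chance gives about 1 in 20. In SHAM these were Col3a1 at 6 hours (11.79, others 12.56 to 12.70), Cd4 at 7 days (6.49, others 6.79 to 6.82), Igk at 1 day (6.74, others 7.38 to 7.41), Acta1 at 1 day (7.47, others 5.96 to 6.18) and Myl1 at 7 days (5.61, others 6.45 to 6.56). In PNY they were Reg3g at 7 days (10.36, others 9.90 to 9.95), Galnt15 at 6 hours (9.14, others 6.84 to 7.19), and the mean levels of the lymphatic endothelium genes at 6 hours (9.02, others 8.63 to 8.68), the NK cell genes at 6 hours (6.12, others 6.98 to 7.08) and the immediate early genes at 1 day (9.21, others 9.38 to 9.41).

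The differences between PNY and SHAM changed between the earlier time points (6 hours and 1 day) and the later ones (3 and 7 days) for 19 lists by camera with the preset correlation, and for none with an estimated correlation (smallest adjusted p = 0.770). The median change from early to late was upward for mitosis (1.04), S phase (0.54), fibrillar collagens (0.26), elastic fibre (0.23), basement membrane (0.14), alveolar type I cells (0.14), inflammatory cytokines (0.21), cardiomyocytes (0.23) and skeletal muscle (0.65). It was downward for ciliated cells (-0.18), mesothelium (-0.49), T cells (-0.61), thymocytes (-0.65), B cells (-0.49), plasma cells (-0.22), NK cells (-0.19), neutrophils (-0.55), monocytes (-0.22) and adipocytes (-0.37). Under a block of time point alveolar type I cells no longer changed (adjusted p = 0.0532), and matricellular genes (0.0398) and airway cartilage (0.0386) did.

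The 128 genes past the rank product threshold are not beyond chance over all splits of the 8 arrays into groups of 4: 20 of 35 splits gave as many, the highest other 722. The 3 splits that keep both arrays of each time point together gave 243 to 722 genes, which points to the time structure of the samples. Among the 8 splits that part the arrays of every time point, 1 gave as many (the real one, 128; highest other 106), and 8 splits are too few for a share under 0.05. For limma the splits decide nothing, since the real split gave 0 probe sets (902 at an unadjusted p under 0.05) and so all 35 of 35 have as many (highest other 22).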

How the results depend on the processing

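The camera tests of late against early lists and the block with a time point left out were chosen after seeing the data; the other alternatives were planned and all were run. Rank products gave 214 genes (54 lower) with no minimum fold change, 48 (42 higher, 6 lower) at a percentage of false positives under 0.05 and 76 (65 higher) among probe sets above the median level, against 128 (113 higher, 15 lower); the first and last follow from the number of genes admitted or tested. Leaving out 1 array or time point gave 54 to 251 genes, 42 to 190 higher and 12 to 64 lower; the cause was not tested. Centring (128 genes), quantile normalization (134) and the block (130, 127 of them shared) stayed within 1.5 times. limma called 0 to 1 probe sets over the leave-outs and 0 in its other settings, the late against early test 0 to 14 and 0 in its others. At single time points the filter left 312, 447, 385 and 801 probe sets at 6 hours and 1, 3 and 7 days, and a fold change of 2 left 54, 257, 92 and 353, as fewer probe sets can pass. Of the lists 20 shifted, but 0 with an estimated correlation and 0 by fry, which allow for correlated genes, and 13 to 26 over the leave-outs (lowest without the SHAM array of 3 days, 12 shared); the mean of probe sets gave 23, the filter 21 and quantile normalization 19. Camera sets a list against all other genes, whereas fry tests the list alone, so the count by fry answers another question. Late against early, 19 lists became 0 with an estimated correlation and 20 with the block. With time point as a block 25 lists shifted, 19 of the 20 and 6 others, namely circadian clock (3.53e-05), B cells (0.00902), erythroid cells (0.0319), immediate early genes (0.0118), acute phase genes (0.0153) and monocytes (0.0236); thymocytes no longer shifted (adjusted p = 0.0596), and the block changed no other call of a list. Among list shifts and rank product results of genes, direction reversed only over the leave-outs. Thymocytes had a median difference of -0.06 without the PNY array of 1 day (range -0.09 to 0.40). The mean difference of Cxcl10 ranged from -0.45 to 0.62. Il6 had 0.75 without the SHAM array of 6 hours (range -0.65 to 0.78). Rag1 had -0.12 without both arrays of 1 day (range -0.29 to 1.99). The cause was not tested. With centring, the share of changed probe sets that were higher went from 39.0% to 57.4% at 6 hours and from 58.0% to 48.6% at 1 day. At 7 days it went from 43.0% to 52.7% at a fold change of 2. The choice of probe set turned the sign of Agrin, Ppil5 and Trps1, as given below. Among the list results 875 kept direction and side of the threshold, 84 lost the call, 65 gained it and 2 reversed; among gene results 4106, 160, 157 and 5. Signal over background limits dim genes: 22518 of 45037 probe sets lie above the median level of 5.92.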

Differences from the paper's values

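The fold changes over all time points differ from those in Table S1 for 18 of 147 genes (143 have the same sign), that is by more than the SD of the differences at the 4 time points, or in sign. For 12 of them, given as the paper's value and the value here, these are Col3a1 1.5 and 1.26, Ncapg 1.8 and 1.36, Chrdl1 -1.5 and -1.19, Agrin -1.5 and 1.21, Eml4 1.5 and 1.04, Dusp8 1.7 and 1.22, Dio2 1.8 and 1.25, Ppil5 1.6 and -1.03, Cyp51 1.5 and 1.18, Trps1 1.5 and -1.13, Fnip1 -1.5 and -1.04, Klhl24 -1.6 and -1.19. With the gene's probe set of the lowest rank product p, none of them differs: Col3a1 1.48, Ncapg 1.78, Chrdl1 -1.48, Agrin -1.53, Eml4 1.47, Dusp8 1.70, Dio2 1.76, Ppil5 1.56, Cyp51 1.54, Trps1 1.16, Fnip1 -1.52, Klhl24 -1.58; with the mean of a gene's probe sets or the median of the 4 differences they still differ. For Bach1 -1.5 and -1.16, Egr3 1.5 and 1.03 and D2Ertd750e 1.7 and 1.10 (the paper's value first), the probe set of the lowest p (Bach1 -1.50, Egr3 1.49 and D2Ertd750e 1.65) and the mean of the probe sets (Bach1 -1.32, Egr3 1.24 and D2Ertd750e 1.26) do not differ, and the median of the 4 differences does. Igh-6 1.5 and -1.46, Ramp2 -1.5 and -1.06 and Hba-a1 -1.9 and -1.01 (the paper's value first) still differ under every alternative, by more than the SD or in sign. For Igh-6 the value here differs in sign. Another probe set of its gene, Ighm, has a fold change of 1.43. With the probe set of the lowest p, 3 of 147 genes differ in all, with the mean of probe sets 38 and with the median of the 4 differences 21.

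At 1 day the paper's quantitative PCR values of Table 1 exceed the array values here for Cyr61 (the paper's 4.0, here 1.85), Tnfrsf12a (the paper's 2.8, here 1.60) and Tnc (the paper's 5.0, here 2.04), and in size for Igfbp3 (the paper's -4.0, here -1.54); PCR and array are different measurements, on 3 single lungs per group in the one and on pools of 8 mice in the other, the stated range served as the paper's error, and no alternative was planned for them. The other 4 genes of Table 1 do not differ. The number of genes past the rank product threshold by any of their probe sets, 128 against the paper's 179 at the same stated thresholds, does not differ by more than 1.5 times, and comes nearest without the SHAM array of 7 days (174); it does differ at a percentage of false positives under 0.05 (48), above the median level (76), and without the PNY array of 3 days (71) or 7 days (54) or both arrays of 3 days (65) or 7 days (67). By the probe set with the highest level alone, a count added later, it is 103, which differs too.

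Some statements are met only in part or not at all by the thresholds and values here. The paper states that Igfbp2, Hbegf, Col3a1, Col5a2, Vcan, Adamts9 and Ccr9 are up-regulated; here they did not pass the thresholds over all time points (fold changes 1.47, 1.41, 1.26, 1.38, 1.48, 1.48 and 1.64), although their mean differences are upward and another probe set of Adamts9 rose 1.60-fold. Other probe sets of Col3a1 (1.478), Col5a2 (1.465) and Hbegf (1.459) did not pass either. Like the values of Igfbp2 and Vcan, they round to the 1.5 that Table S1 gives for these genes. With no minimum fold change Igfbp2, Vcan and Adamts9 pass. Of the planned leave-outs, that of the PNY array of 6 hours calls Igfbp2, Hbegf, Col5a2, Adamts9 and Ccr9, that of both arrays of 6 hours Igfbp2, Hbegf, Vcan and Adamts9, that of the PNY array of 1 day Igfbp2, Vcan and Adamts9, that of the SHAM array of 7 days Igfbp2, Hbegf and Adamts9, that of the SHAM array of 6 hours Vcan and Adamts9, that of the SHAM array or both arrays of 1 day Vcan, and that of the PNY array or both arrays of 7 days Ccr9. Col3a1 passed in no setting by its probe set with the highest level. The paper names Foxm1 in its cell cycle networks; here its fold change is 1.23, while another of its probe sets rose 1.60-fold. At 6 hours the paper states that Ceacam1 and Itgav are up-regulated and Nfkb is down-regulated; here Ceacam1 differed by -0.02 (other probe sets 0.14 to 0.48), Itgav by 0.24 (another probe set 0.61) and Nfkb2 (another probe set -0.60), Rela, Relb and Rel by -0.04, 0.10, -0.12 and -0.17. At 3 days Ccnd1, up-regulated in the paper, differed by 0.18 (another probe set 0.56). Itgav, Ccnd1 and the other probe sets given for these genes differed in the paper's direction. At a single time point there is no test, so these values do not contradict the paper. The paper states an increase of anti-inflammatory cytokines; none of the 14 genes of that list passed here, and the list did not shift by camera (adjusted p = 0.64).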

Other observations

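The genes named in this part follow the same rule as elsewhere, and none of its tests was chosen after seeing a result. The smooth muscle genes had medians above 0 at every time point, but few passed as single genes. The enteric smooth muscle actin Actg2 rose 1.60-fold (mean difference 0.68 ± 0.26), though not without the SHAM array of 1 day (0.56), or both arrays of 3 days (0.62), while Acta2, which encodes the αSMA that the paper stained, had differences of 0.19, 0.25, 0.36 and 0.20 at 6 hours and 1, 3 and 7 days (mean 0.25 ± 0.08; exact permutation p = 0.0286, two-sided) and did not pass the rank product threshold. Of 15 genes of myofibroblasts and smooth muscle 1 rose, 14 did not pass and 5 were higher at all 4 time points, and adjusted over the list alone limma called Actg2, with Cnn1 at a fold change of 1.28 and Tagln at 1.21. The list shifted upward by camera (adjusted p = 1.58e-07; 0.163 with an estimated correlation), with medians of 0.19, 0.17, 0.25 and 0.19. RNA of the whole lung does not tell vessels and airways from parenchyma.

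Of 19 circadian clock genes Nr1d1 fell and 8 were lower at all 4 time points, with Dbp at a fold change of -1.47 (rank product P-value 8.7e-05), Nr1d2 at -1.39 and Hlf at -1.30 (medians of the list -0.21, -0.31, -0.07 and -0.13). By camera the list's adjusted p was 0.103, or 3.53e-05 with time point as a block and 0.703 with an estimated correlation, and it shifted without the PNY array of 6 hours (0.00341, downward), or the SHAM array of 3 days (0.038, downward) or 7 days (0.019, downward). The number of clock genes that fell was 0 without the PNY array of 7 days, or the SHAM array of 6 hours or 1 day, 2 without the SHAM array of 3 days, or both arrays of 7 days, 3 without the PNY array of 6 hours or 1 day, or the SHAM array of 7 days. Of 22 glucocorticoid response genes Zbtb16 and Klf15 fell and 20 did not pass, Fbxo32 at -1.49 (medians 0.04, -0.16, -0.26 and -0.01; adjusted p = 0.4). The number that fell was 0 without the PNY array of 3 days or 7 days, the SHAM array of 6 hours or 1 day, or both arrays of 3 days, 1 without both arrays of 7 days, 8 without the PNY array of 6 hours, and the list shifted without the PNY array of 6 hours (8.72e-06, downward), or the SHAM array of 6 hours (0.0214, upward) or 7 days (0.0234, downward). Alas2 was lower by differences of -0.92, -0.19, -1.06 and -1.39 and was the only one of 12 measured erythroid genes to fall. By camera the list's adjusted p was 0.0627, or 0.0319 with the block and 0.578 with an estimated correlation. It was 0.00749 with the mean of a gene's probe sets and 0.0111 above the median level. The erythroid list also shifted without the PNY array of 6 hours (0.0368, downward) or 1 day (0.038, downward), the SHAM array of 7 days (0.00719, downward), or both arrays of 7 days (0.0256, downward).

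Among epithelial lists, 13 alveolar type I cell genes shifted upward by camera (adjusted p = 3.74e-05; 0.283 with an estimated correlation; medians 0.06, 0.01, 0.17 and 0.20), with mean differences of 0.55 ± 0.33 for Igfbp2, the IGF binding protein that the paper reports, 0.25 ± 0.25 for Pdpn and 0.24 ± 0.24 for Cldn18, and 17 ciliated cell genes downward (adjusted p = 0.0036; 0.703; medians 0.07, -0.10, -0.36 and -0.06), with Tppp3 at -0.22 ± 0.11 and Foxj1 at -0.17 ± 0.21. The ciliated cell call was lost without the PNY array of 1 day (0.0582), the SHAM array of 3 days (0.423) or both arrays of 3 days (0.694). Downward shifts of 12 NK cell genes (adjusted p = 0.0154; 0.703 with an estimated correlation; medians -0.24, 0.05, -0.26 and -0.46) and 16 alveolar macrophage genes (0.0144; 0.578; medians 0.10, -0.29, -0.04 and -0.06) were lost too. For NK cells this was without the PNY array of 6 hours (0.923), the SHAM array of 3 days (0.257) or 7 days (0.572) or both arrays of 7 days (0.204), and for alveolar macrophages without the PNY array of 1 day (0.367), the SHAM array of 3 days (0.109) or both arrays of 1 day (0.289). Upward shifts of 14 cholesterol synthesis genes (adjusted p = 0.0213; 0.703 with an estimated correlation) and 14 genes of amino acid synthesis (0.0407; 0.578) were small, with Sqle at 0.28 ± 0.23 and Psat1 rising 1.56-fold, though not without the PNY array of 7 days (0.58), the SHAM array of 1 day (0.57), or both arrays of 7 days (0.56). The cholesterol call was lost without the PNY array of 3 days (0.0779) or 7 days (0.0854), the SHAM array of 6 hours (0.0604), 1 day (0.493) or 3 days (0.0837), or both arrays of 1 day (0.195) or 3 days (0.134). The amino acid call was lost without the PNY array of 6 hours (0.923) or 1 day (0.0676), the SHAM array of 1 day (0.106), 3 days (0.304) or 7 days (0.0741), or both arrays of 6 hours (0.127), 1 day (0.135) or 3 days (0.107), with quantile normalization once more (0.0657) and above the median level (0.0806).

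The lists that did not shift over all time points, with the number of genes and the adjusted p by camera, include alveolar type II cells (13; 0.839), club cells (12; 0.737), lymphatic endothelium (6; 0.113), mesothelium (10; 0.948), B cells (17; 0.087), plasma cells (10; 0.361), eosinophils and mast cells (14; 0.0962), immediate early genes (25; 0.0713), adipocytes (11; 0.353), airway cartilage (13; 0.413), thyroid and parathyroid tissue (6; 0.737) and neuronal and glial tissue (8; 0.737). Under the block of time point B cells (0.00902) and immediate early genes (0.0118) did shift, though not with an estimated correlation (0.828 and 0.703). B cells also shifted above the median level (0.0364), and immediate early genes with the mean of a gene's probe sets (0.0194). Leaving out an array or time point also gave shifts: of lymphatic endothelium without the PNY array of 7 days (0.0434, upward), the SHAM array of 1 day (0.019, upward), or both arrays of 1 day (0.0159, upward), of mesothelium without the SHAM array of 6 hours (0.00889, downward), and of plasma cells without both arrays of 1 day (0.00125, downward). B cells shifted without the PNY array of 1 day (0.000439, downward) or 3 days (0.00516, downward), the SHAM array of 6 hours (7.31e-05, downward), or both arrays of 1 day (0.000483, downward), and immediate early genes without the PNY array of 1 day (0.0195, upward), the SHAM array of 6 hours (0.000764, upward) or 7 days (0.0328, upward), or both arrays of 6 hours (0.0246, upward) or 7 days (0.0196, upward). Eosinophils and mast cells did without the PNY array of 3 days (0.0133, downward), or the SHAM array of 1 day (0.0215, downward), and adipocytes without the PNY array of 3 days (0.0225, upward) or 7 days (0.0111, upward), or both arrays of 3 days (0.0101, upward). Within them Car3 (1.51-fold), Cilp (1.51-fold) and Slc26a4 (1.72-fold) rose and Prg4 fell (fold change -1.67). Car3 did not pass without the PNY array of 6 hours (0.39) or 1 day (0.44), the SHAM array of 6 hours (0.54) or 7 days (0.42), or both arrays of 6 hours (0.34), 1 day (0.52) or 7 days (0.57), Cilp without the PNY array of 3 days (0.62) or 7 days (0.39), the SHAM array of 1 day (0.54) or 3 days (0.51), or both arrays of 1 day (0.65), 3 days (0.54) or 7 days (0.47), Slc26a4 without the PNY array of 3 days (0.45), the SHAM array of 1 day (0.41), or both arrays of 3 days (0.59) and Prg4 without the PNY array of 1 day (-0.50), the SHAM array of 3 days (-0.52) or 7 days (-0.31), or both arrays of 7 days (-0.20). Another probe set of Car3 differed by -1.21 at 1 day, one of the ciliated cell gene Tubb4b by -0.89 and one of the mast cell gene Ms4a2 by -0.72, where the probe sets used here differed by 0.84, 0.12 and 0.08. The muscle gene Myl1 rose 1.64-fold, though not without the PNY array of 3 days (0.64) or 7 days (0.44), the SHAM array of 7 days (0.49), or both arrays of 3 days (0.72) or 7 days (0.21).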
